# Programmed cell death activated by Rose Bengal in *Arabidopsis thaliana* cell suspension cultures requires functional chloroplasts

**DOI:** 10.1093/jxb/eru151

**Published:** 2014-04-10

**Authors:** Jorge Gutiérrez, Sergio González-Pérez, Francisco García-García, Cara T. Daly, Óscar Lorenzo, José L. Revuelta, Paul F. McCabe, Juan B. Arellano

**Keywords:** *Arabidopsis* cell cultures, photosensitizers, programmed cell death, reactive oxygen species, Rose Bengal, singlet oxygen, transcriptional defence responses.

## Abstract

Light-grown *Arabidopsis thaliana* cell suspension culture (ACSC) were subjected to mild photooxidative damage with Rose Bengal (RB) with the aim of gaining a better understanding of singlet oxygen-mediated defence responses in plants. Additionally, ACSC were treated with H_2_O_2_ at concentrations that induced comparable levels of protein oxidation damage. Under low to medium light conditions, both RB and H_2_O_2_ treatments activated transcriptional defence responses and inhibited photosynthetic activity, but they differed in that programmed cell death (PCD) was only observed in cells treated with RB. When dark-grown ACSC were subjected to RB in the light, PCD was suppressed, indicating that the singlet oxygen-mediated signalling pathway in ACSC requires functional chloroplasts. Analysis of up-regulated transcripts in light-grown ACSC, treated with RB in the light, showed that both singlet oxygen-responsive transcripts and transcripts with a key role in hormone-activated PCD (i.e. ethylene and jasmonic acid) were present. A co-regulation analysis proved that ACSC treated with RB exhibited higher correlation with the conditional fluorescence (*flu*) mutant than with other singlet oxygen-producing mutants or wild-type plants subjected to high light. However, there was no evidence for the up-regulation of *EDS1*, suggesting that activation of PCD was not associated with the EXECUTER- and EDS1-dependent signalling pathway described in the *flu* mutant. Indigo Carmine and Methylene Violet, two photosensitizers unable to enter chloroplasts, did not activate transcriptional defence responses in ACSC; however, whether this was due to their location or to their inherently low singlet oxygen quantum efficiencies was not determined.

## Summary

*Arabidopsis* cell suspension cultures are used as a biological tool to better understand the key role of functional chloroplasts in singlet oxygen-mediated programmed cell death in plants.

## Introduction

Singlet oxygen (^1^O_2_) is a reactive oxygen species (ROS) that is formed constitutively in photosystem II (PSII) of plant chloroplasts. Plants can cope with the basal production of ^1^O_2_ under normal environmental conditions, but high levels of ^1^O_2_ are produced in response to excess excitation energy in PSII when photosynthetic activity is inhibited by stress or inhibitors (Mullineaux and Baker, 2010). Overproduction of ^1^O_2_ causes damage to lipids and proteins in the neighbourhood of PSII, leading to a decrease in photosynthetic efficiency and an inhibition of plant growth. Damage to the β-carotene molecules of the PSII reaction centre (RC) by ^1^O_2_ has also been reported and, interestingly, some of the β-carotene oxidation products have been proposed to be stress signals that mediate gene responses to ^1^O_2_ (Ramel *et al.*, 2012*a*, *b*). The dual role of ^1^O_2_ as a cytotoxic molecule and a signal molecule is now well established (Kim *et al.*, 2008; Triantaphylidès and Havaux, 2009; Fischer *et al.*, 2013) and much of what is known about the role of ^1^O_2_ as a signalling molecule comes from the conditional *fluorescence* (*flu*) mutant of *Arabidopsis* (op den Camp *et al.*, 2003; Danon *et al.*, 2005; Laloi *et al.*, 2007; Lee *et al.*, 2007). The *flu* mutant contains a mutation in a negative regulator of chlorophyll (Chl) biosynthesis that results in enhanced production of protochlorophyllide (Pchlide)—a potent, natural ^1^O_2_ photosensitizer—(Meskauskiene *et al.*, 2001; Kauss *et al.*, 2012). When seedlings of the *flu* mutant are dark adapted, Pchlide accumulates in thylakoids. After a dark to light shift, a surge in ^1^O_2_ production occurs in chloroplasts, eventually leading to cell death. Direct photodamage by ^1^O_2_ takes place in chloroplasts of the *flu* mutant, but the ongoing events responsible for the cell death are genetically mediated by two plastid proteins EXECUTER1 (EX1) and EX2 (Lee *et al.*, 2007; Kim *et al.*, 2008; Kim and Apel, 2013). In other words, programmed cell death (PCD) is the default defence response that becomes active in the *flu* mutant. The role of the EX proteins has also been extended to wild-type plants, but the defence responses triggered seem different. Kim and co-workers (2012) proposed that EX-dependent signalling induces the formation of microlesions, but not the disintegration of chloroplasts, a finding that was interpreted as an acclimation response that enhances stress resistance in wild-type plants. Another *Arabidopsis* mutant where the ^1^O_2_-mediated transcriptional responses have been investigated in detail is the double mutant *npq1lut2* that lacks zeaxanthin and lutein (Alboresi *et al.*, 2011). In *npq1lut2*, the accumulation of ^1^O_2_ is selectively enhanced; however, the transcriptional response does not initiate PCD, but rather the induction of genes whose function is to protect chloroplasts against the damaging effect of ROS. In two other mutants, where ^1^O_2_ production is selectively enhanced, *vte1 npq1*, a double mutant deficient in α-tocopherol and zeaxanthin, and *ch1*, a mutant deficient in Chl *b*, high light (HL) irradiance led to a large increase of ^1^O_2_ that induced cell death as a consequence of a direct ^1^O_2_ cytotoxic effect (Triantaphylidès *et al.*, 2008), although it has recently been recognized that *ch1* can acclimate to ^1^O_2_ if exposed to mild light stress first (Ramel *et al.*, 2013). ^1^O_2_-mediated transcriptional responses at HL irradiance were also studied in wild-type plants and cell suspension cultures of *Arabidopsis* (González-Pérez *et al.*, 2011; Gutiérrez *et al.*, 2011; Ramel *et al.*, 2012*b*). HL stress revealed a set of transcripts that overlapped significantly with those listed in the *flu* mutant after the dark to light shift; however, in contrast to the *flu* mutant, an acclimatory response responsible for an increased tolerance against a more severe photooxidative stress was activated instead of PCD. It is worth noting that in wild-type plants ^1^O_2_ is produced at the heart of PSII (i.e. the PSII RC) and that the above studies provided evidence for ^1^O_2_ production in the PSII RC, for example non-enzymatic oxidation of the β-carotene of the PSII RC (Arellano *et al.*, 2011; Ramel *et al.*, 2012*a*) and photodamage to the D1 protein of the PSII RC (González-Pérez *et al.*, 2011). Furthermore, Ramel and co-workers (2012*b*) established that the differential transcriptional expression induced by β-carotene oxidation products was not mediated by the EX1 protein, and González-Pérez and co-workers (2011) showed no evidence for the up-regulation of *EDS1* encoding the ENHANCED DISEASE SUSCEPTIBILITY PROTEIN 1, also a gene key for understanding the ^1^O_2_-mediated cell death response (Ochsenbein *et al.*, 2006). At present, it is not well established whether differences in the type of ^1^O_2_-mediated transcriptional defence responses depend on the source of ^1^O_2_ within the chloroplasts (i.e. PSII RC, thylakoid-bound Chl precursors, infiltrated artificial photosensitizers, etc.), the intensity of the stress (time, concentration, etc.), or a combination of both, and questions about this issue have been raised in the past few years (Galvez-Valdivieso and Mullineaux, 2010; Alboresi *et al.*, 2011; Gutiérrez *et al.*, 2011; Ramel *et al.*, 2012a; Kim and Apel, 2013).

In an attempt to shed more light on the ^1^O_2_-mediated cell death response in plants, Rose Bengal (RB)—a potent, artifical ^1^O_2_ photosensitizer—and dark-grown and light-grown *Arabidopsis* cells, the former containing proplastids, while the latter have functional chloroplasts, were used here. RB is an ^1^O_2_ elicitor that accumulates inside chloroplasts and has been used in several studies with the model alga *Chlamydomonas reinhardtii* to investigate the role of ^1^O_2_ in chloroplast to nucleus retrograde signalling and acclimatory responses to ^1^O_2_ stress (Leisinger *et al.*, 2001; Fischer *et al.*, 2007; Ledford *et al.*, 2007). In these studies, when cells were exposed to light, RB induced (in a similar fashion to HL stress) the transcription of *GLUTATHIONE PEROXIDASE HOMOLOGOUS* (*GPXH*), a gene with a key role in defending against photooxidative stress. In addition, constitutive overexpression of *GPXH* along with *GLUTATHIONE-S-TRANSFERASE 1* (*GSTS1*) was sufficient to augment ^1^O_2_ resistance. As with *C*. *reinhardtii*, *Arabidopsis* cell suspension cultures (ACSC) are an excellent plant model system to investigate ^1^O_2_ elicitor-mediated transcriptional defence responses and cell viability (or PCD) following chemical treatments. Quantification of PCD rates in cells *in vivo* can be rather difficult when infiltration of chemicals is required as the defence responses often occur in a small group of inaccessible cells buried in a bulk of surrounding healthy cells. Consequently, plant cell cultures can offer a more suitable means of investigating PCD due to their accessibility, reduced complexity, and uniformity (McCabe and Leaver, 2000). Additionally, ACSC can also be grown in the dark without difficulty, which in turn represents another advantage when chloroplast-dependent physiological responses are under study (Doyle *et al.*, 2010).

In this study, ACSC were subjected to mild photooxidative conditions by adding RB at submicromolar concentrations to avoid side effects that were not directly related to ^1^O_2_ production. After the treatment with RB in the light, ^1^O_2_-mediated PCD was only observed in *Arabidopsis* cells containing functional chloroplasts, and their transcriptional defence responses resembled those induced by ^1^O_2_ in the *flu* mutant. The comparative analysis of the transcriptional profiles of ACSC, treated with RB and H_2_O_2_ in the light, provided some clues about transcripts with a key role in PCD. In order to test if cellular location was an important factor in responses induced by ^1^O_2_, two other ^1^O_2_ elicitors were used in this study, Methylene Violet (MV) and Indigo Carmine (IC), which accumulate differently in plant cells (Hideg *et al.*, 2011). However, neither was able to induce any statistically significant change in transcript expression. The poor ^1^O_2_ quantum yield of MV and IC in comparison with that of RB (Kovács *et al.*, 2013) and, consequently, the need for higher concentrations to match equal levels of ^1^O_2_ production means that it cannot be established whether lack of change in transcript expression was due to different cellular location or possible limitations in their suitability as photosensitizers in studies where the matter of interest is the effect of ^1^O_2_ production by them, but not their own chemical toxicity.

## Materials and methods

### Growth conditions for *Arabidopsis* cell suspension cultures

Light-grown *Arabidopsis thaliana* L. (Columbia ecotype) cell suspension cultures (ACSC) were maintained in 200ml of liquid growth medium (Jouanneau and Péaud-Lenoël, 1967; Axelos *et al.*, 1992) as previously described (González-Pérez *et al.*, 2011). For comparative purposes, *Arabidopsis* cells were also grown in the dark when cell viability was under investigation (see below).

### Cellular location of ^1^O_2_ photosensitizers

Before proceeding with the photooxidative treatments, the location of RB, MV, and IC inside the cells of *Arabidopsis* was investigated by confocal microscopy. The absorption and emission spectral features of these three ^1^O_2_ photosensitizers have been previously described (Morrison *et al.*, 1997; Roberts *et al.*, 1998; Chang *et al.*, 2008). A 1ml aliquot of ACSC, previously treated with 1mM of each photosensitizer for 10min in the dark, was centrifuged at 120 *g* for 3min at 4 °C, washed three times with 2ml of 2.7mM KCl, 147.3mM NaCl, and 10mM sodium phosphate [phosphate-buffered salin (PBS)] pH 7.4, and finally resuspended in 1ml of 10mM PBS pH 7.4. The fluorescence emission was then monitored with a confocal microscope (model DM IRB; Leica Microsystems) following excitation of the three photosensitizers and Chl at 543nm and 633nm with an argon laser and a Triplet Dichroic 488/543/633 excitation beam splitter. The fluorescence emission of the selected photosensitizers and chloroplast Chl-binding proteins was collected at 560–620nm and at 680–700nm, respectively.

### Photooxidative treatments

Nine-day-old cultures with a cell density of ~125–150mg ml^–1^ fresh weight were split into two batches, acclimatized before the chemical treatment for 2h in the dark or continuous illumination at 150 μE m^–2^ s^–1^ at 24 ºC with gentle agitation, and then treated with the photosensitizers at 0.5 μM and 5 μM. Cultures were also treated with 0.5mM and 5mM H_2_O_2_ for comparative purposes. After 30min of chemical treatment, samples were collected, filtered, frozen in liquid nitrogen, and stored at –80 °C until further analysis. Light and dark treatments were carried out simultaneously, performed in duplicate, and replicated three times. Control cultures were also exposed to the same conditions either at 150 μE m^–2^ s^–1^ or in the dark.

### Photosynthetic activity

In order to determine the photosynthetic activity, the rate of oxygen production was measured polarographically using a Chlorolab 2 system (Hansatech Instruments, Norfolk, UK) at 20 °C. Samples containing equal amounts of fresh weight of cells were incubated in the dark for 1min before a 300 μE m^−2^ s^−1^ light-emitting diode source was switched on. The contribution of mitochondrial respiration to the rate of oxygen production was subtracted when the same experiment was repeated with a fresh sample in the dark. The photosynthetic oxygen evolution rate was expressed as μM min^–1^ g^–1^ of fresh weight of cells and the percentage of photosynthetic activity was referred to control cells. All the rate measurements were performed in triplicate.

### Protein oxidation analysis

The oxidative damage to the D1 protein (i.e. PsbA) of the PSII RC and general protein oxidation in ACSC were evaluated by western blot. Proteins were extracted from ~500mg of frozen cells as previously described (González-Pérez *et al.*, 2011). Protein samples were subjected to 6M urea, 12% (w/v) SDS–PAGE and transferred overnight to nitrocellulose membranes. Nitrocellulose membranes were stained with Ponceau S solution (Applichem, Darmstadt, Germany) for 1min to visualize the protein transfer and then destained with water. The nitrocellulose membranes were blocked with 1% (w/v) bovine seum albumin (BSA) in 0.6% (w/v) Tween-20, 150mM NaCl, 50mM TRIS-HCl, pH 7.4 (T-TBS). For the immunodetection of PsbA, the nitrocellulose membranes were incubated for 1h at 37 °C with polyclonal antibodies against the C-terminal region of PsbA (Agrisera, Vännäs, Sweden) using a dilution of 1:5000 in T-TBS. After extensive washing in T-TBS, the immunocomplexed membranes were probed for 1h at 37 °C with an anti-rabbit, peroxidase-linked secondary antibody using a dilution of 1:2000 in T-TBS, and were washed with T-TBS once again. The immunodetection of PsbA was visualized with the 3,3’-diaminobenzidine tetrahydrochloride (DAB) substrate kit (Pierce Biotechnology, Rockford, IL, USA) or with luminol (Bio-Rad Laboratories, Hercules, CA, USA). To detect general protein oxidation, the extracted proteins were chemically modified with 2,4-dinitrophenylhydrazine (DNPH) and the corresponding carbonylated proteins were identified following the steps described in the OxyBlot protein oxidation detection kit from Millipore (Millipore, Billerica, MA, USA), and visualized with luminol (Bio-Rad Laboratories).

### Indirect detection of ^1^O_2_

The production of ^1^O_2_ by RB was analysed in ACSC that were first broken in water or deuterium oxide (D_2_O), and then treated with RB at a concentration of 5 μM under continuous illumination at 150 μE m^–2^ s^–1^ or in the dark for 30min. After the treatment, the electrophoretic migration of the band of the D1/D2 heterodimer was inspected by western blot analysis, as described above, to evaluate ^1^O_2_ production qualitatively (Lupinkova and Komenda, 2004; Arellano *et al.*, 2011).

### Measuring cell death levels

After the (photo)oxidative treatments, dark-grown or light-grown cells were diluted 20 times into fresh culture medium and left in the dark for 24h to allow the progression of cell death-associated morphological changes. The vital stain fluorescein diacetate (FDA) was applied to ACSC to assess their cell viability. Cells were subsequently scored as alive, dead via necrosis, or dead via PCD using a UV-equipped light microscope according to the methods previously described (McCabe and Leaver, 2000; Reape *et al.*, 2008; Doyle *et al.*, 2010). Under UV radiation, a bright green fluorescence is observed in viable cells with an intact plasma membrane. Dead cells that displayed the hallmark PCD morphology consisting of a condensed protoplast, which had retracted away from the cell wall, were scored as dead via PCD. FDA-stained cells that did not exhibit bright green fluorescence or a retracted cell protoplast were scored as necrotic.

### Target transcripts to evaluate early ROS-mediated responses

Target transcripts to monitor the responses of ACSC under the assayed oxidative stress conditions were selected from lists containing ROS markers specifically up-regulated by ^1^O_2_ and H_2_O_2_ (op den Camp *et al.*, 2003; Gadjev *et al.*, 2006; Laloi *et al.*, 2007). The *DEFENSIN-LIKE FAMILY* (*DEF*) transcript named At2g43510 was chosen as a marker for general oxidative stress (Gadjev *et al.*, 2006), whereas the *PROFILIN FAMILY* (*PROF*) transcript named At2g19760 was selected as a housekeeping marker for internal reference (Laloi *et al.*, 2007). The primers designed to amplify the selected transcripts are given in Supplementary Table S1 available at *JXB* online.

### RNA isolation and RT–PCR analysis

RNA isolation and relative quantification of mRNA expression were performed as previously described (Livak and Schmittgen, 2001; Chomczynski and Sacchi, 2006; González-Pérez *et al.*, 2011). Other intermediate steps such as contaminating genomic DNA elimination, RNA reverse transcription, and reverse transcription–PCR (RT–PCR) runs are as previously described (González-Pérez *et al.*, 2011). Expression levels were normalized using the housekeeping gene *PROF* (At2g19760).

### Microarray experiments and data analysis

Transcriptional analyses were performed using Affymetrix GeneChip Arabidopsis genome ATH1 arrays (Affymetrix Inc., Santa Clara, CA, USA). The method to verify the quality of total, DNA-free RNA, and other technical details describing the microarray experiments are as previously described (González-Pérez *et al.*, 2011). Experiments were performed using three biological replicates. Principal components analysis (PCA) was used to explore the variability between the replicates (Johnson and Wichern, 1998). Data from microarrays were standardized using quantile normalization and the robust multi-array average (RMA) method (Bolstad *et al.*, 2003). Differential transcript expression was carried out using the Limma package (Smyth, 2004) available from Bioconductor (http://www.bioconductor.org/). Multiple testing adjustments of *P*-values were carried out according to the Benjamini and Hochberg methodology (Benjamini and Hochberg, 1995). A volcano plot was used to visualize transcripts with statistically significant differential expression (Cui and Churchill, 2003). Significantly over- or under-represented gene ontology (GO)/biological process terms were obtained using FatiScan from the Babelomics suite (http://babelomics.bioinfo.cipf.es/) as described previously (Al-Shahrour *et al.*, 2004, 2007; Medina *et al.*, 2010). Multiple testing adjustment of *P*-values was then carried out according to the false discovery rate (FDR) method (Benjamini and Hochberg, 1995; Benjamini and Yekutieli, 2001). GO terms were annotated from the Ensembl’s 56 (TAIR 10) release (http://www.ensembl.org).

### Validation of microarray experiments

In order to validate the microarray experiments, several transcripts with statistically significant differential expression were selected from the list included in Supplementary Tables S2 and S3 at *JXB* online. The selected transcripts and their corresponding primers are given in Supplementary Table S4.

### Co-regulation analysis

Data from the microarray experiments were clustered together with expression data from previously selected key treatments in *Arabidopsis* based on comparative analysis using Genevestigator (Hruz *et al.*, 2008). Only transcripts presenting signal Log_2_ ratios ≥1 (induction) or ≤ –1 (repression) were considered for analysis. The hierarchical clustering analysis was then carried out using R statistical software, version 2.12.1 (http://www.r-project.org). Pearson’s correlation analysis was performed to evaluate the linear relationship between experimental treatments (Quinn and Keough, 2002). The raw microarray data have been deposited in the GEO database under the accession number GSE43551.

## Results

### Cellular location of the ^1^O_2_ photosensitizers in ACSC

The cellular location of the ^1^O_2_ photosensitizers RB, MV, and IC was investigated on the basis of their fluorescence using a confocal microscope (Fig. 1). Additionally, red Chl autofluorescence was used to identify the chloroplasts inside the cells (Fig. 1I–L). The incubation with each photosensitizer was performed in the dark for only 10min to avoid unnecessary cellular damage. The *Arabidopsis* cells treated with 1mM IC did not exhibit fluorescence emission (Fig. 1F), suggesting that this dye barely permeates the cell or it was not retained within the cell after washing with 10mM PBS pH 7.4. In contrast to IC, the *Arabidopsis* cells treated with 1mM MV or 1mM RB showed a distinct green fluorescence around and inside the cells that clearly indicated that these photosensitizers were both able to cross the plasma membrane and to be partly retained on the cell boundary (i.e. cell wall and plasma membrane), and other cellular compartments (Fig. 1G, H). In spite of the ability of MV and RB to cross the cell boundary, a closer inspection of the fluorescence images revealed a significant difference between the dyes. MV accumulated in the chloroplast envelope and showed a ring-like fluorescence emission around these organelles, while the red Chl autofluorescence was still discernible (Fig. 1G, O), indicating that MV apparently did not reach the chloroplast interior. In contrast, the distinctive red Chl autofluorescence was blurred by the green fluorescence emission of RB (Fig. 1H, P), showing clearly that this dye could indeed cross the chloroplast envelope and accumulate inside this organelle.

**Fig. 1.**
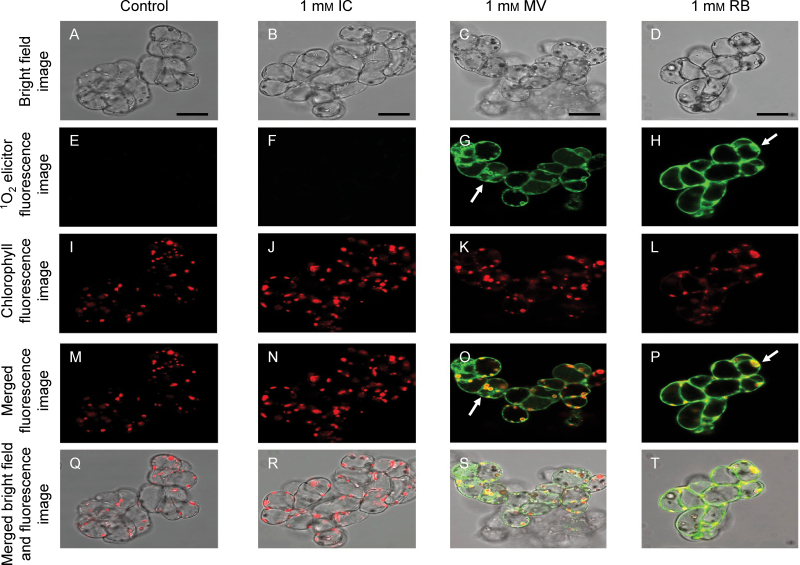
Representative confocal micrographs illustrating the location of IC, MV, and RB at a concentration of 1mM in ACSC. From top to bottom the following panels are represented: bright field images (A–D), ^1^O_2_ elicitor fluorescence images at 560–620nm (E–H), red Chl autofluorescence images at 680–700nm (I–L), merged Chl and ^1^O_2_ elicitor fluorescence images (M–P), and merged bright field and fluorescence images (Q–T). The ^1^O_2_ elicitor and red Chl fluorescence emissions were collected after excitation at 543nm and 633nm with an argon laser. Arrows in G, H, O, and P point to key features (see text for further details). Scale bars=50 μm.

### Protein oxidation in ACSC as marker for photooxidative stress level

Experimental conditions were chosen to induce mild photooxidative stress in *Arabidopsis* cells in order to investigate defence responses that would be activated in a series of scenarios where the partitioning of ^1^O_2_ between the surrounding medium, the cells, and cellular organelles was imposed by the chemical nature of the ^1^O_2_ photosensitizers. Additionally, *Arabidopsis* cells were exposed to H_2_O_2_ for comparative purposes, and its concentration was adjusted to induce a level of oxidative stress similar to that caused by the three ^1^O_2_ elicitors. In order to avoid the superimposition of other signalling pathways that could become activated by severe damage, the lowest possible concentrations of RB, MV, IC, and H_2_O_2_ were chosen where oxidative damage was perceived in the first 30min of the light treatment. The level of carbonylated proteins was measured as a marker for oxidative stress in the cellular proteome of ACSC. Figure 2 shows the changes in the oxidation state of the cell proteome after the 30min treatment with two different concentrations for RB, MV, IC (i.e. 0.5 μM and 5 μM), and for H_2_O_2_ (i.e. 0.5mM and 5mM). A light treatment of ACSC with the photosensitizers at a concentration of 10 μM after 30min showed clear evidence of cellular lysis and a loss of cellular material after filtration, particularly in the case of RB. Additionally, homogenous light penetration in the culture medium was hampered at concentrations >10 μM due to the high molar absorptivity of the photosensitizers. Consequently, the concentration of 5 μM for each photosensitizer was considered as the upper limit for this photooxidative analysis. In the absence of the photosensitizers or H_2_O_2_, the OxyBlot experiments showed the immunodetection of a basal level of protein oxidation that did not differ appreciably between light and dark conditions after 30min (Fig. 2). This was not the case when the photosensitizers were added to the medium. The light treatments of ACSC in the presence of RB, MV, and IC at 5 μM revealed an evident increase in protein oxidation in their respective lanes that was not accompanied by similar changes in the dark treatments for the same concentration, showing a clear light-dependent effect on the protein oxidation of ACSC. The changes in protein oxidation of ACSC at 0.5 μM were subtle, but still discernible, for each photosensitizer when the respective treatments in light and dark conditions were compared. Therefore, 0.5 μM for each photosensitizer was considered high enough to induce mild photooxidative stress. When compared with control ACSC, the treatment of ACSC with H_2_O_2_ enhanced protein oxidation, but it was not light dependent. On the contrary, protein oxidation became more apparent in the dark, although this finding was not investigated further.

**Fig. 2.**
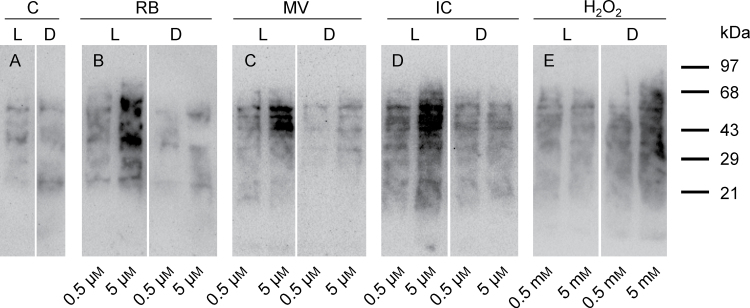
Protein oxidation analysis OxyBlot of ACSC under (photo)oxidative stress conditions. Control (A), RB (B), MV (C), IC (D), and H_2_O_2_ (E). ACSC were treated for 30min under continuous illumination at 150 μE m^−2^ s^−1^ (L) or in the dark (D) at two different concentrations for each photosensitizer (0.5 μM and 5 μM) and H_2_O_2_ (0.5mM and 5mM). Each lane was loaded with 30 μg of protein.

### RT–PCR analysis of selected transcripts responding to photooxidative stress

Changes in the expression profile for some specific markers for ^1^O_2_ and H_2_O_2_ were investigated after a 30min treatment with RB, MV, and IC at 0.5 μM, and H_2_O_2_ at 500 μM. For the sake of clarity, the full name of the chosen specific markers and their respective locus identifiers are given in Supplementary Table S1 at *JXB* online. As shown in Supplementary Table S5, significant changes were observed in the expression profile of some selected markers after the treatments with RB. However, no significant changes in the expression profile of any of the selected ROS markers were observed after the treatments with IC and MV, a result that was further confirmed in the whole-genome transcriptional profiling analysis (see below). When ACSC were exposed to RB, the specific ^1^O_2_ markers *NOD* and *SZF1* were significantly up-regulated, whereas the specific H_2_O_2_ marker *SUBT* was found to be down-regulated. The same ROS markers (i.e. *NOD*, *SZF1*, *SUBT*, and *F9D12*) did not show any significant change under dark conditions during the 30min treatment with 0.5 μM RB. No significant changes in the expression profile of the general oxidative stress marker (*DEF*) were observed in the presence of any of the ^1^O_2_ elicitors. In contrast to this, the 30min treatment with H_2_O_2_ resulted in slight up-regulation of *DEF*, but not of any of the selected H_2_O_2_ markers, confirming that 500 μM H_2_O_2_ also induced mild oxidative stress in ACSC under the experimental conditions used here.

### Limma analyses of ^1^O_2_- and H_2_O_2_-mediated transcriptional responses of ACSC

The ^1^O_2_- and H_2_O_2_-mediated transcriptional responses of ACSC were further characterized using Affymetrix GeneChip *Arabidopsis* genome ATH1 arrays. The microarray experiments were designed and classified as follows: control (C1, C2, and C3), RB at 0.5 μM (RB1, RB2, and RB3), MV at 0.5 μM (MV1, MV2, and MV3), IC at 0.5 μM (IC1, IC2, and IC3), and H_2_O_2_ at 500 μM (HP1, HP2, and HP3); where the numbers 1–3 represent the number of biological replicates. 

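Total RNA from light-grown ACSC was hybridized to 18 arrays, 3 biological replicates in each of 6 groups. The deposited labels divide the control cultures into a pair of groups of 3 arrays. One is titled as the control of the RB and HP arrays of the same number and the other as the control of the MV and IC arrays of the same number, so each treatment was compared here with the control of its own set. The paper gives a treatment of 30 min under continuous illumination at 150 μE m-2 s-1, whereas the labels give growth at 50 μE m-2 s-1 and either 30 min in high light or 1 h in the dark without saying which applies to which array. The labels also name MV Methyl Violet. The deposited values are log2 signals after RMA and quantile normalization by the authors, between 2.43 and 13.69, and the median of each array lies between 4.921 and 5.146. Within groups, pairs of replicates correlated across probe sets with r from 0.9643 in the control of RB and HP to 0.9912 in the control of MV and IC, where probe sets are not independent replicates. Each comparison was fitted with limma over 22746 probe sets, with the 64 control probe sets left out, and p-values were adjusted by the Benjamini–Hochberg method over all of them. The 95% interval of a difference between a treatment and its control reached a median of 0.392 to either side on the log2 scale.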

After data normalization, the Limma package identified a total of 1705 transcripts which were differentially expressed in ACSC exposed to RB with an adjusted *P-*value <0.05 (Supplementary Table S2 at *JXB* online). 

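DREB2A, a transcription factor that activates drought- and heat-responsive genes, had the largest rise under RB among probe sets of a single gene, 39.6-fold (log2 5.31, standard error 0.544, adjusted p = 6.34e-05, n = 3 arrays per group). ERF13, an ethylene response factor, rose 21.4-fold (log2 4.42, standard error 0.566, adjusted p = 0.00037), and CML37, a calmodulin-like protein, rose 13.6-fold (log2 3.77, standard error 0.329, adjusted p = 2.38e-05). The other transcripts among the 10 largest rises had log2 fold changes between 3.54 and 4.51. They were At1g54050 and At5g51440, which encode small heat shock proteins, the acylhydrolase DLAH, the coactivator MBF1C, ERF6, At3g01830 and At1g05575. At1g54050 no longer passed without control 1, RB1 or RB3, and At5g51440 without control 1, control 2, RB1 or RB3. Of 8 heat shock proteins and factors that the platform annotation names from a list of 27 loci, At5g51440 and the probe set shared by At1g07400 and At1g59860 rose, both of small heat shock proteins, and 7 rose when adjusted over the list alone. The list lay above the other probe sets (camera, adjusted p = 2.03e-06, and adjusted p = 0.112 with an estimated correlation). Against the control of the MV and IC arrays instead, the log2 fold change of At5g51440 and the direction of the list turned. The control groups differ from each other in 1698 probe sets, so such a change of control also brings in the difference between the sets. With the replicate number as a block, which pairs the arrays of the same number, 6 of the 8 rose. Of 21 on the list named through the platform or the paper's tables 6 rose, and 19 with the block. Those that the platform does not name come from the paper's own tables of changed transcripts, so the tally over the 21 is not independent evidence. In all, 673 probe sets changed under RB, 328 higher and 345 lower, a share of 48.7% higher that became 41.3% after another quantile normalization and 33.6% after subtracting the median of each array. The block raised the count to 1649 probe sets, 810 higher and 839 lower, with 672 of the 673 among them. With the control probe sets also kept, the block calls exactly the probe sets of the paper's Table S2. Without 1 array the count moved most for control 2 (439), control 3 (1395) and RB3 (384). Fitted to only the arrays compared, with fewer degrees of freedom, 136 probe sets passed.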

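EXT4, an extensin of the cell wall, fell by 2.22 on the log2 scale (standard error 0.358, n = 3 arrays per group, adjusted p = 0.00235), and At5g14130, a member of the class III peroxidases, fell by 2.22 (standard error 0.307, adjusted p = 0.000702). SHV3, a glycosylphosphatidylinositol-anchored protein needed for root hair growth, fell by 1.98 (standard error 0.309, adjusted p = 0.0019). At4g16563, an aspartyl protease, and At2g05920, a subtilase, completed the 5 largest falls with log2 fold changes of -2.02 and -1.67. Each of these 5 falls passed the test without any 1 of the 6 arrays. At5g14130 turned higher when set against the control of the MV and IC arrays, which also brings in the difference between the sets. On the log2 scale, 189 probe sets rose by more than 1 and 106 fell by more than 1, 295 in all. The block for the pairing gave 303 and 171, 474 in all, and for RB against its control the total was 517 without control 3.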

Out of a total 1705 transcripts, 314 had a fold change >1 (Log_2_), whereas 171 exhibited a fold change < –1. 

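In MV the smallest p-values belonged to the mitochondrial transcript nad6 (log2 1.59, standard error 0.362, n = 3 arrays per group), At5g11680 (log2 0.50, standard error 0.119) and At5g67050, a lipase-like gene (log2 0.36, standard error 0.0907). In IC they belonged to RLP29, a receptor-like protein (log2 0.63, standard error 0.15), At2g16750 (log2 0.41) and At1g60380 (log2 0.37). None of these passed, each with an adjusted p of 1. By limma, 0 probe sets passed in either treatment. At an unadjusted p under 0.05 there were 758 in MV and 374 in IC, and with the replicate block 1272 and 504, again with 0 after adjustment. The whole 95% interval of the log2 fold change lay within −1 and 1 for 91.4% of probe sets in MV and 93.7% in IC. The largest log2 fold change of either sign had a size of 1.88 in MV and 1.22 in IC.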

Surprisingly, no transcripts with statistically significant differential expression (adjusted *P*-value <0.05) were found in cell cultures treated with either MV or IC. In comparison with the RB treatment, the treatment of ACSC with 500 μM H_2_O_2_ induced a mild transcriptional response characterized by the observation that both the number of transcripts differentially expressed (i.e. 568, adjusted *P*-value <0.05) and the number of transcripts with a fold change < –1 or > 1 (i.e. 270) were lower than in the RB treatment (Supplementary Table S3). 

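A probe set shared by UGT73B3 and UGT73B2, which encode UDP-glycosyltransferases, rose 54.6-fold (log2 5.77, standard error 0.183, adjusted p = 4.77e-11, n = 3 arrays per group). GSTU24, a glutathione transferase, rose 22.6-fold (log2 4.50, standard error 0.289, adjusted p = 2.28e-07), and GRX480, a glutaredoxin that binds TGA transcription factors, rose 18.7-fold (log2 4.22, standard error 0.496, adjusted p = 0.00026). The other transcripts among the 10 largest rises of a single gene lay between 3.37 and 4.67 on the log2 scale and were At4g01870, LBD41, At5g14730, At5g16960, the cytochrome P450 CYP81D11, At5g16980, the NAC factor ATAF1 and At1g22810. All of them passed without any 1 array. The 5 largest falls were in plastid-encoded transcripts. Of the 21 heat shock proteins and factors named through the platform or the paper's tables 2 rose in HP, 7 with the replicate block. The 2 were DREB2A (log2 2.60, adjusted p = 0.0348) and HSP70 (log2 2.48, adjusted p = 0.0467), each lost in every fit that leaves out 1 array but that without control 3. HSP70 turned lower against the control of the MV and IC arrays, which also brings in the difference between the sets. Of the 8 that the platform names 0 rose by limma, also when adjusted over the list alone, and 2 with the block (camera, adjusted p = 0.0873). The rest of the 21 are named through the paper's own tables of changed transcripts, so the tally over the 21 is not independent evidence. In all, 185 probe sets changed under H_2_O_2_, 143 higher and 42 lower, and 136 of them moved by more than 1 on the log2 scale (117 higher, 19 lower). With the block 539 changed, 403 higher and 136 lower, 183 of the 185 among them, and 256 of them by more than 1. With the control probe sets also kept, the block calls exactly the probe sets of the paper's Table S3. The count fell to 122 without control 1, 93 without HP1 and 95 without HP3, and rose to 1018 without control 3. Fitted to only the arrays compared, with fewer degrees of freedom, 36 probe sets passed.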

Volcano plots are shown in Supplementary Fig. S1 to better summarize the experimental conditions that yielded statistically significant changes in transcript expression. It is worth noting that 32 out of the 314 up-regulated transcripts (and four out of the 171 down-regulated transcripts) with a statistically significant fold change |Log_2_|>1 after treatment with 0.5 μM RB were included in the lists of 296 up-regulated and 29 down-regulated transcripts described as specific markers for ^1^O_2_ according to the transcriptional profile analyses performed by Gadjev *et al.*, (2006). 

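The published marker lists were not used here, and the 27 markers for 1O_2_ named in Table 1 are the ones measured. All 27 were higher in the RB arrays than in the control, with log2 fold changes from 1.02 to 4.42, and 19 of them rose (limma, n = 3 arrays per group). ERF5, an ethylene response factor, rose by 3.37 (standard error 0.177, adjusted p = 4.74e-08), DLAH by 3.85 (standard error 0.661, adjusted p = 0.00399) and CAF1a, which takes part in mRNA deadenylation, by 2.49 (standard error 0.38, adjusted p = 0.00167). NUDT21, a Nudix hydrolase, rose by 2.06 (standard error 0.358, adjusted p = 0.00447). Among the 8 that did not pass were the kinase MPK3 (log2 1.28, adjusted p = 0.0922), SIP4 (log2 1.02, adjusted p = 0.0641) and the galactinol synthase GolS1 (log2 1.85, adjusted p = 0.346). When adjusted over the list alone 26 rose, and with the replicate block all 27 did. The list stood above the other probe sets (camera, adjusted p = 2.35e-36, and adjusted p = 4.44e-04 with an estimated correlation). The study chose these markers on the same arrays, so the tally is not independent evidence of its direction. Of the 19, 15 passed without any 1 array. SAG101 was lost without control 1, control 2 or RB1, NUDT8 without control 1 or RB2, MKS1 without control 2, RB1 or RB3, and At3g46930 without control 1, control 2, RB1 or RB3.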

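MKK9, a MAP kinase kinase, rose under both treatments, by 2.48 on the log2 scale under RB (standard error 0.323, adjusted p = 0.000422) and by 2.27 under H_2_O_2_ (standard error 0.323, adjusted p = 0.00169, n = 3 arrays per group). ATAF1, a NAC transcription factor, rose under both as well (log2 2.67 and 3.37), as did RHL41, a zinc finger factor of oxidative stress also named ZAT12 (log2 2.72 and 1.76). The rise of RHL41 under H_2_O_2_ (adjusted p = 0.0186) was lost without control 2, HP1 or HP3. Of 117 probe sets that rose by more than 1 under H_2_O_2_, 30 also did so under RB (25.6%), and of 19 that fell by more than 1, 1 also did so under RB (5.26%). Independent lists of these sizes would share 0.972 and 0.0885 probe sets. With the replicate block the shares were 85 of 218 (39%, with 2.9 for independent lists) and 2 of 38. Without the limit on fold change, 42 of 143 rises (29.4%) and 11 of 42 falls (26.2%) were shared. With the block and no limit, a setting chosen after the values were seen, 181 of 403 rises (44.9%) and 35 of 136 falls (25.7%) were. For falls by more than 1 in the fit that has no block, the share was 0% without control 2 or without any 1 of the treated arrays. It reached 14.3% without control 1 and 16.2% without control 3. Both treatments were set against the same 3 control arrays, too few to divide between them. Groups redrawn without a treatment effect against shared controls gave a mean correlation of 0.493 between the log2 fold changes (-0.523 to 0.914 over 100 draws), beside 0.505 in the data. Their covariance had a mean of 0.0324 (-0.00925 to 0.0894), beside 0.0695. Calls shared in the same direction numbered 0 in every draw and 53 in the data, without a limit on fold change. The draws held no treatment effect and did not keep the pairing by replicate number. They cannot show what independent effects of the treatments would share, so the likeness of the correlations is no evidence for or against a shared effect.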

Approximately 45% and 30% of the transcripts with up- and down-regulation after the treatment with 500 μM H_2_O_2_ were also present in the lists of up- and down-regulated transcripts after treatment with 0.5 μM RB. Surprisingly, the treatment with 500 μM H_2_O_2_ induced the expression (|Log_2_|>1) of only three transcripts defined as specific markers for H_2_O_2_, but 19 transcripts defined as specific markers for ^1^O_2_ (Gadjev *et al.*, 2006) (Supplementary Table S6).

RT–PCR and Limma analyses were in line with respect to the treatments with 0.5 μM MV and 0.5 μM IC, and both confirmed that there were no statistically significant changes in the transcriptional profile of ACSC after these treatments. It was first hypothesized that the different cellular location of the three photosensitizers could explain the divergent changes in the transcriptional profile. However, it was also found reasonable that the differences were based on the inherent quantum yields of ^1^O_2_ for RB, MV, and IC, which are in a ratio of 0.75:0.37:0.095 (Kovacs *et al.*, 2013). 

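BAP1, a membrane-associated repressor of cell death, rose by 3.48 on the log2 scale under RB (standard error 0.176, adjusted p = 4.74e-08, n = 3 arrays per group), and its effect exceeded that of MV by 3.79 (95% interval 3.26 to 4.32, adjusted p = 2.57e-06) and that of IC by 3.6 (95% interval 3.07 to 4.13, adjusted p = 5.37e-06). For ERF5 the corresponding differences were 3.25 (95% interval 2.72 to 3.78, adjusted p = 1.19e-05) and 3.24 (95% interval 2.71 to 3.78, adjusted p = 1.22e-05). EXO70B1, an exocyst subunit, differed by 1.46 (95% interval 1.03 to 1.89, adjusted p = 0.00514) from MV and by 1.55 (95% interval 1.12 to 1.98, adjusted p = 0.00274) from IC. The endoplasmic reticulum chaperone CNX1 differed the other way, by -1.24 (95% interval -1.64 to -0.85, adjusted p = 0.00748) and -1.33 (95% interval -1.72 to -0.94, adjusted p = 0.00298). All 27 markers of Table 1 had a larger effect in RB than in MV and than in IC, 8 and 7 of them past the test (14 and 19 with the replicate block). The study chose these markers because they rose in the same RB arrays, so these tallies are not independent evidence. Of the markers 0 rose in MV or in IC, with medians of 0.111 and 0.0506. SAG101, which interacts with EDS1, differed by 1.00 (95% interval 0.24 to 1.77, adjusted p = 0.379) from MV. Between MV and IC no difference passed (0 by limma, 448 at an unadjusted p under 0.05), and the interval was -0.38 to 0.37 for ERF5 and 0.42 to 2.73 for DREB2A, which does not show that the dyes acted alike. The 3 photosensitizers had the same dose, 0.5 μM, and time, and each set had its own control. The effect of RB differed from that of MV in 85 probe sets (68 higher, 17 lower) and from that of IC in 140 (85 higher, 55 lower), and with the block in 305 and 554. The higher share against IC, 60.7%, became 48.1% after another quantile normalization and 42% after subtracting array medians. For the RB effect minus MV effect the count was 138 without control 3 of the RB set and 44, 45 and 53 without controls 1, 2 and 3 of the MV set. Against IC it was 93 and 302 without controls 2 and 3 of the RB set, 63, 69 and 84 without controls 1, 2 and 3 of the IC set, and 86 and 75 without IC2 and IC3.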

Although the most obvious thing to do was to adjust the MV and IC concentrations to reach ^1^O_2_ production levels similar to RB, several factors such as cellular lysis, non-homogeneous light penetration, and a direct cytotoxic effect by the photosensitizers discouraged the use of higher concentrations. Therefore, it could not be unambiguously determined whether cellular location was the sole reason why no significant changes in the transcriptional profile of ACSC were observed after the treatments with IC and MV, and, consequently, the study was centred on the treatments with RB and H_2_O_2_.

### Microarray data validation by RT–PCR

The microarray data of the 30min treatments with 0.5 μM RB or 500 μM H_2_O_2_ were confirmed by RT–PCR. All the transcripts selected for validation (Supplementary Table S4 at *JXB* online) showed similar fold changes in expression when they were analysed by both techniques (Supplementary Fig. S2).

### GO process terms associated with response to stimuli after (photo)oxidative treatments

In an attempt to identify GO/biological process terms that became over-represented after the treatments with RB and H_2_O_2_, functional enrichment was carried out using FatiScan from the Babelomics suite (http://babelomics.bioinfo.cipf.es). Briefly, this tool makes use of the complete list of genes available in the ATH1 arrays (i.e. ~24 000) and detects significantly up- or down-regulated blocks of functionally related transcripts ordered by differential expression after the treatment, no matter whether the differential transcriptional expression is found to be statistically significant or not. The treatment with 0.5 μM RB exhibited an extensive list of over-represented biological processes (42 GO terms) that were associated with responses to (i) stimuli (i.e. 25 out of 42; defence and immune responses, responses to abiotic, biotic, organic substance, etc.) and (ii) metabolic, cellular, and developmental processes (i.e. 17 out of 42; nitrogen, nucleic acid, and protein metabolic processes, transcription, protein folding and modification, cell cycle, PCD, apoptosis, etc.) (Supplementary Table S7 at *JXB* online). In the presence of 500 μM H_2_O_2_, 46 GO terms were over-represented with statistical significance and they could be divided into GO terms ascribed to responses to (i) stimuli (i.e. 20 out of 46) and (ii) metabolic, cellular, and developmental processes (i.e. 27 out of 46) (Supplementary Table S8). Sixteen out of the 20 over-represented defence processes for the treatment with H_2_O_2_ were common with the RB treatment (Supplementary Tables S7 and S8). Other GO/defence process terms for the H_2_O_2_ treatment were associated with metal ion responses.

### RB and H_2_O_2_ inhibit the photosynthetic activity of ACSC

The photosynthetic oxygen evolution rate of ACSC was examined in the presence of 0.5 μM RB and 500 μM H_2_O_2_ (Fig. 3A). It decreased to ~65% of the initial value under control conditions when RB was present, suggesting that the ^1^O_2_ produced by RB inside chloroplasts could inhibit the photosynthetic activity of ACSC. The treatment with 500 μM H_2_O_2_ also brought a slight inhibition of the photosynthetic activity of ACSC, indicating that exogenous H_2_O_2_ easily permeated the plasma membrane and entered chloroplasts.

**Fig. 3.**
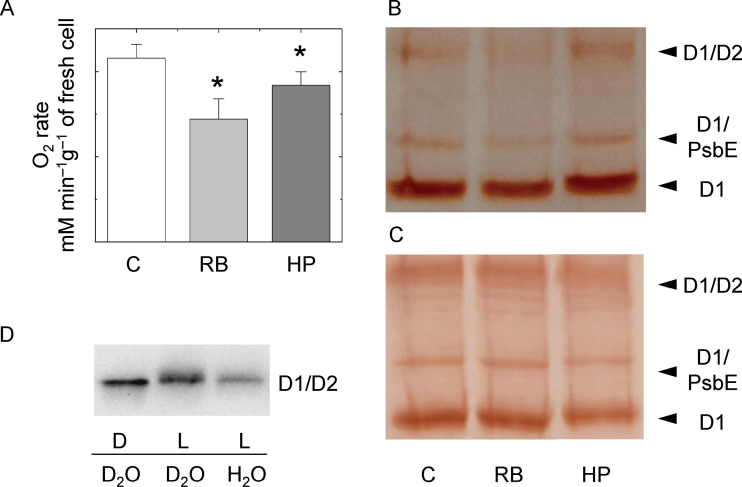
(A) Oxygen evolution rates of ACSC under control conditions (C) and after the 30min treatments with 0.5 μM RB and 500 μM H_2_O_2_, *P-value <0.05. (B and C) Western blot analysis of the D1 protein of PSII after the 30min treatment with 0.5 μM RB and 500 μM H_2_O_2_ (HP) under continuous illumination (B) and in the dark (C). Lane 1, control (C); lane 2, RB; lane 3, HP. Each lane was loaded with 70 μg of protein. The upper, middle, and lower band show the D1/D2 heterodimer of PSII, the adduct between the monomeric D1 protein and the α-subunit of the cytochrome *b*559 (D1/PsbE), and the monomeric D1 (D1), respectively. (D) Western blot analysis of the D2/D1 heterodimer of PSII after the 30min treatment of broken ACSC with 5 μM RB under continuous illumination at 150 μE m^−2^ s^−1^ (L) or in the dark (D) in water or deuterium oxide (D_2_O). Each lane was loaded with 30 μg of protein.

In order to establish whether the presence of ^1^O_2_ and H_2_O_2_ could damage the D1 protein of PSII in ACSC, cultured cells were subjected to a western blot analysis using an antibody raised against the D1 protein (Fig. 3B). In control conditions, three bands were distinguished; the lower and more intense band corresponded to the monomeric D1 protein of the PSII RC, whereas the upper band corresponded to the D1/D2 heterodimer of the PSII RC. The intermediate band, which is often observed to react against the D1 antibody, was a faint band that corresponded to an adduct between the D1 protein and the α-subunit of cytochrome *b*_559_ of PSII (Arellano *et al.*, 2011, and references therein). The intensity of the band ascribed to the monomeric D1 protein was lower in the presence of 0.5 μM RB, but it does not change in the treatment with 500 μM H_2_O_2_ (Fig. 3B). As a control experiment, the incubation with RB and H_2_O_2_ was also performed in the dark, and the results showed no damage to the D1 protein (Fig. 3C). Neither significant damage to the D1 protein nor a substantial decrease in the photosynthetic oxygen evolution rate were to be expected in the presence of 500 μM H_2_O_2_ on the basis of the study by Miyao *et al.* (1995), who reported a more visible and progressive damage to the D1 protein in the range of millimolar concentrations of H_2_O_2_. However, this does not exclude that other photosynthetic complexes (i.e. PSI or Rubisco) could be more sensitive to H_2_O_2_ inhibition (Nakano *et al.*, 2006).

To demonstrate qualitatively that RB produced ^1^O_2_ under the present experimental conditions, broken ACSC were treated with this photosensitizer at a concentration of 5 μM in both water and D_2_O, where the lifetime of singlet oxygen notably varies from ~4 μs to ~70 μs. It is known that the D1/D2 heterodimer exhibits a shift in its electrophoretic migration due to changes in protein conformation after oxidation of amino acid residues prone to react with ^1^O_2_ (Lupinkova and Komenda, 2004; Arellano *et al.*, 2011). Figure 3D showed that 5 μM RB induced a shift of the immunodetected band of the D1/D2 heterodimer toward the cathodic end of the gel together with a slight broadening after the light treatment. The shift was more prominent when the broken ACSC were exposed to the 30min light treatment in D_2_O, where the lifetime for ^1^O_2_ was longer and, consequently, the changes in the conformation of the D1/D2 heterodimer induced by ^1^O_2_ were more acute.

### RB, but not H_2_O_2_, affects PCD rates in light-grown ACSC

The production of ROS (and particularly ^1^O_2_) in chloroplasts has been demonstrated to play a key role in PCD regulation (Doyle *et al.*, 2010; Kim *et al.*, 2012). Therefore, the two treatments with RB or H_2_O_2_—both compounds able to enter chloroplasts—could affect the viability of ACSC and induce PCD. In order to determine if this was the case, visible morphological PCD changes, together with FDA fluorescence, were investigated. Figure 4 shows four representative bright field images of light-grown cells under control conditions, after treatment with 0.5 μM RB or 500 μM H_2_O_2_ for 30min under continuous illumination at 150 μE m^−2^ s^−1^, and after exposure to HL (i.e. 1800 μE m^−2^ s^−1^) for 90min. Under control conditions, light-grown cells exhibited the standard morphology (i.e. excessive hydration in cellular cultures) and were largely viable (12–15% PCD; Fig. 5), as demonstrated by the FDA fluorescence. In contrast to this, a clear gap between the cell wall and the plasma membrane was discernible in many of the light-grown cells treated with 0.5 μM RB, and bright green fluorescence could barely be detected in the cells stained with FDA (Fig. 4), indicating that PCD was greatly induced in light-grown ACSC after the RB treatment (79%; Fig. 5). The condensation of the cell protoplast could not be observed when light-grown cells were subjected to 500 μM H_2_O_2_, and bright green fluorescence was detected in the presence of FDA (Fig. 4). PCD was 14% (Fig. 5), indicating that the assayed concentration of H_2_O_2_ did not induce PCD significantly under these experimental conditions and that higher H_2_O_2_ concentrations are required for the activation of PCD (Desikan *et al*., 1998, 2001). Likewise, cell viability of light-grown cells exposed to HL was examined to explore whether ^1^O_2_ production by PSII was capable of activating PCD. HL treatment at 1800 μE m^−2^ s^−1^ for 30min did not affect cell viability (González-Pérez *et al.*, 2011) and only HL treatments for (or beyond) 90min resulted in morphological changes associated with PCD (Fig. 4). No significant effects were observed on PCD rates when light-grown ACSC were subjected to chemical treatments with 0.5 μM RB or 500 μM H_2_O_2_ for 30min in the dark (Fig. 5).

**Fig. 4.**
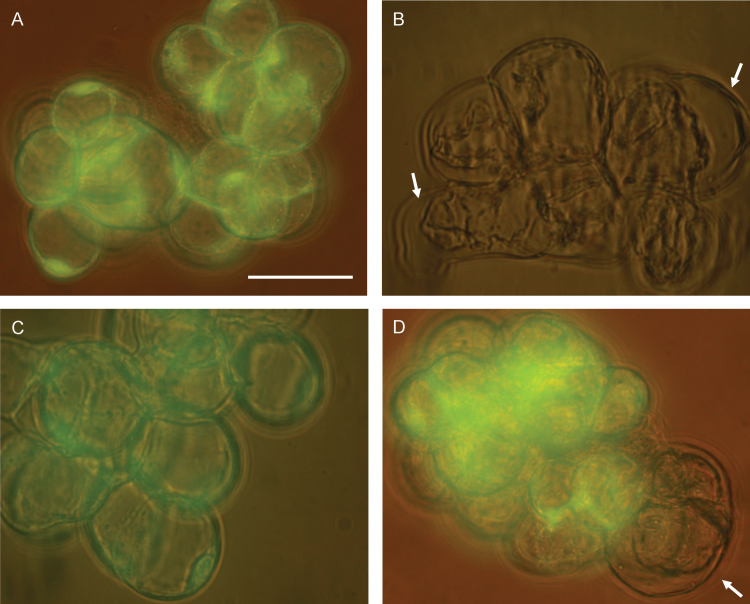
Representative field images showing changes in the morphology of light-grown *Arabidopsis* cells under control conditions (A), after the 30min treatment with 0.5 μM RB (B) and 500 μM H_2_O_2_ (C), and after the 90min treatment at 1800 μE m^−2^ s^−1^ (D). Bright green fluorescence of fluorescein diacetate following excitation with UV radiation in A, C, and D indicates that *Arabidopsis* cells remain viable after the stress treatment. Arrows in B and D illustrate some of the gaps between the cell wall and the plasma membrane after the induction of PCD. Scale bars=50 μm.

**Fig. 5.**
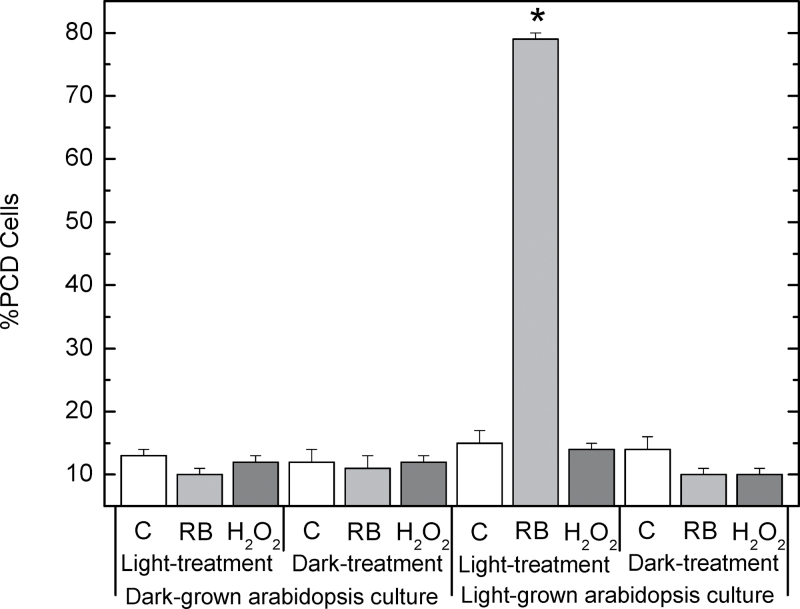
PCD in light-grown and dark-grown *Arabidopsis* cells subjected to 30min chemical treatments at 150 μE m^−2^ s^−1^ or in the dark. Black bar, 0.5 μM RB; grey bar, 500 μM H_2_O_2_; white bar, control samples. *P-value <0.05.

Further experiments were performed with dark-grown cells containing proplastids instead of functional chloroplasts (Doyle *et al.*, 2010), and cells were subjected to chemical treatments with 0.5 μM RB or 500 μM H_2_O_2_ for 30min under continuous illumination at 150 μE m^–2^ s^–1^ or in the dark. The results showed that the viability of the chemically treated cells was similar to that of control cells for dark-grown cells; there was no effect whether the chemical treatment was with 0.5 μM RB or 500 μM H_2_O_2_, or whether the cells were exposed to light or remained in the dark during the RB or H_2_O_2_ treatments (Fig. 5). Considered together, these results showed that the presence of developed chloroplasts and illumination were essential for the activation of PCD in ACSC treated with 0.5 μM RB.

### Co-regulation of ^1^O_2_-producing mutants and HL treatments with RB-treated ACSC

Over the last 14 years, analysis of the transcriptional profile of the *flu* mutant family has shed much light on ^1^O_2_-mediated defence responses in plants and has also provided lists of specific transcriptional markers and *cis*-regulatory elements (Meskauskiene *et al.*, 2001; op den Camp *et al.*, 2003; Gadjev *et al.*, 2006; Petrov *et al.*, 2012). The *flu* mutant family is characterized by the high production of ^1^O_2_ after the dark–light shift in response to the accumulation of Pchlide in thylakoids. In contrast to the *flu* mutant, high levels of ^1^O_2_ are produced in response to excess excitation energy in PSII of wild-type plants when photosynthetic activity is inhibited (Mullineaux and Baker, 2010). It is well established that ^1^O_2_ is the major ROS generated under HL conditions (Triantaphylidès *et al.*, 2008; Triantaphylidès and Havaux, 2009) and, consequently, the activation of defence responses under HL conditions ought to share a set of ^1^O_2_-responsive transcripts with the *flu* mutant family. GENEVESTIGATOR can be used to perform comparative genome-wide analyses under different experimental conditions (Hruz *et al.*, 2008), and here it has been used to identify light treatments or *Arabidopsis* mutants that exhibit a transcriptional expression pattern similar to that of ACSC treated with RB. Six experimental conditions are described in GENEVESTIGATOR as HL studies, although the light irradiance used in those studies ranged from 400 μE m^–2^ s^–1^ to 1800 μE m^–2^ s^–1^ (Vandenabeele *et al.*, 2004; Walters *et al.*, 2004; Vanderauwera *et al.*, 2005; Kleine *et al.*, 2007; Rossel *et al.*, 2007; Caldana *et al.*, 2011; González-Pérez *et al.*, 2011). Additionally, the GENEVESTIGATOR database contains the transcriptional profiling of *Arabidopsis* after perturbation with UV radiation, a ‘light’ perturbation also known to lead to the production of ^1^O_2_ and other ROS at high doses (Brosche *et al.*, 2002; Ulm *et al.*, 2004; Hideg *et al.*, 2013). Among the *Arabidopsis* mutants described to produce ^1^O_2_, the database of GENEVESTIGATOR only includes the *flu* mutant family (Laloi *et al.*, 2007), but not others. The CEL files of the double mutant *npq1lut2* were kindly provided by Dr Alboresi and co-workers (Alboresi *et al.*, 2011) and were included in the genome-wide analysis. The study by Ramel and co-workers (2012*b*, 2013) could not be included in the co-regulation analysis because these authors used CATMAv5 instead of Affymetrix microarrays (Ramel *et al.*, 2012*a*, *b*), and only a manual inspection was performed with their microarray data (see the Discussion). Using a list of 400 transcripts of the 0.5 μM RB treatment with |Log_2_|>1, it was found that the biclustering tool of GENEVESTIGATOR identified a group of transcripts exhibiting an expression pattern similar to that described in the *flu* mutant family. Additionally, other treatments such as HL irradiance beyond 1400 μE m^–2^ s^–1^ or UV radiation also proved to have a similar expression pattern. In contrast, HL treatments below 1400 μE m^–2^ s^–1^ showed a poor correlation. In a more robust analysis, the total number of 485 transcripts with significant differential expression (with |Log_2_|>1) in the treatment with 0.5 μM RB was subjected to hierarchical clustering in order to identify both experimental conditions with similar differential transcript expression and clusters of transcripts that could be rich in specific markers for ^1^O_2_.

In the first instance, it is worth noting that the *hy5* (*long hypocotyl5* transcription factor mutant of *Arabidopsis*) and *npq1lut2* mutants were subjected to light irradiance of 1000 μE m^–2^ s^–1^ (Kleine *et al.*, 2007; Alboresi *et al.*, 2011) and exhibited a poor correlation with the other selected experimental systems (Supplementary Table S9 at *JXB* online); they clustered together with catalase-deficient (CAT2HP1) plants (Fig. 6). CAT2HP1 plants in HL accumulate H_2_O_2_ (Vanderauwera *et al.*, 2005) and exhibit a distinctive transcriptional profile when compared with other experimental systems where ^1^O_2_, ozone (O_3_), or superoxide radical (O_2_^–^) accumulates (Gadjev *et al.*, 2006). The other set of experiments clustered and, in particular, the transcriptional profile of the treatment with 0.5 μM RB showed the highest correlation with the *flu* family mutants (Supplementary Table S9).

**Fig. 6.**
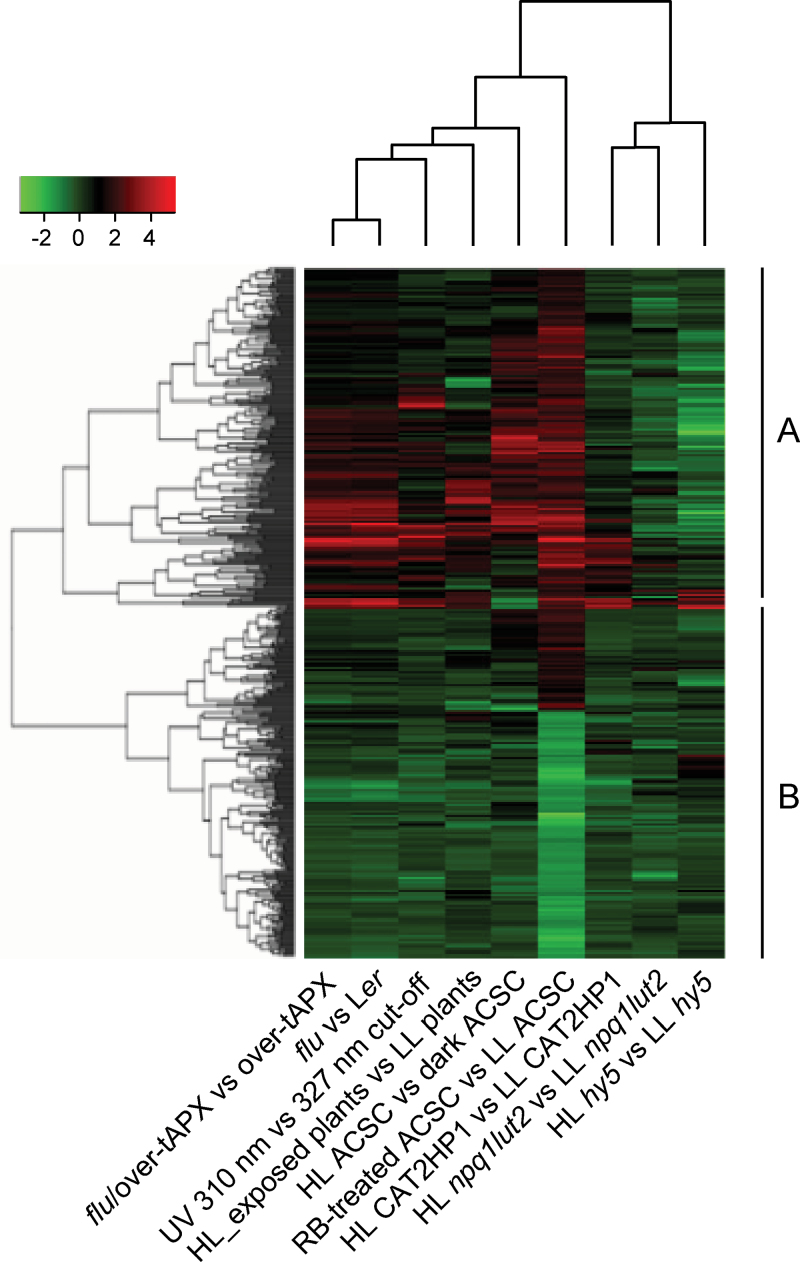
Overall picture of the hierarchical clustering analysis on the 485 transcripts with statistically differential expression and fold change |Log_2_|>1 in ACSC after the treatment with 0.5 μM RB. Data were clustered together with available expression microarray data from HL experiments and *Arabidopsis* mutants included in the GENEVESTIGATOR database: HL *hy5* vs LL *hy5*, *long hypocotyl5* transcription factor mutant of *A. thaliana* (Col-0) seedlings exposed to HL irradiance (1000 μE m^–2^ s^–1^) for 3h versus low light (LL) irradiance (100 μE m^–2^ s^–1^) (Kleine *et al.*, 2009); HL *npq1lut2* vs LL *npq1lut2*, double mutant of 6-week-old plants of *A. thaliana* (Col-0) lacking violaxanthin de-epoxidase and lycopene-ε-cyclase activities exposed to HL irradiance (1000 μE m^–2^ s^–1^) for 2h versus LL irradiance (25 μE m^–2^ s^–1^) (Alboresi *et al.*, 2011); HL CAT2HP1 vs LL CAT2HP1, 6-week-old catalase-deficient plants of *A. thaliana* (Col-0) exposed to HL irradiance (1600–1800 μE m^–2^ s^–1^) for 8h versus LL irradiance (100–140 μE m^–2^ s^–1^) (Vanderauwera *et al.*, 2005); RB-treated ACSC vs LL ACSC, this study; HL ACSC vs dark ACSC, *Arabidopsis* cell suspension cultures exposed to HL irradiance (1000 μE m^–2^ s^–1^) for 0.5h versus 1h dark conditions (González-Pérez *et al.*, 2011); HL-exposed plants vs LL plants; mature wild-type plants of *A. thaliana* (Col-0) exposed to HL irradiance (1400–1600 μE m^–2^ s^–1^) for 1h versus LL irradiance (40–70 μE m^–2^ s^–1^) (Rossel *et al.*, 2007); UV 310nm vs 327nm cut-off; seedlings of *A. thaliana* (Wassilewskija) exposed for 15min at midday to UV-B from Philips TL 40W/12 UV fluorescent tubes unfiltered through a 3mm quartz plate versus filtered through a 3mm transmission WG327cut-off filter (Ulm *et al.*, 2004); *flu* vs L*er*, the *flu* mutant of *A. thaliana* (L*er*) exposed to light irradiance (90 μE m^–2^ s^–1^) for 2h after incubation in the dark for 8h versus dark conditions (Laloi *et al.*, 2007); *flu*/over-tAPX vs over-tAPX, the *flu* mutant of *A. thaliana* (L*er*) overexpressing the thylakoid-bound ascorbate peroxidase (tAPX) exposed to light irradiance (90 μE m^–2^ s^–1^) for 2h after incubation in the dark for 8h versus dark conditions (Laloi *et al.*, 2007). See the text for a detailed description of the main clusters A and B.

In the second instance, two main clusters of transcripts were observed and named A and B (Fig. 6). Cluster A consisted of 242 transcripts and was characterized by the presence of the largest number of specific markers for ^1^O_2_ (i.e. 27 out of 36). The value of 3.42 for the odds ratio [i.e. 27×(242–9)/9×(243–27)] indicated that the enrichment of specific markers for ^1^O_2_ in cluster A was statistically significant (*P*-value of 1.5×10^–3^). Cluster B with 243 transcripts included all the down-regulated transcripts with a fold change <1 in the treatment with 0.5 μM RB and it did not show any significant enrichment in specific markers for any type of ROS. Table 1 summarizes the list of specific markers for ROS identified in cluster A. It is worth noting that six out of the 27 specific markers for ^1^O_2_ identified in cluster A were also found in the list of the 229 up-regulated transcripts with a fold change >1 in the treatment with 500 μM H_2_O_2_ (Supplementary Table S6 at *JXB* online).

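In the HP arrays 4 of the 27 markers of Table 1 rose. These were At3g57120 (log2 1.71, standard error 0.255, adjusted p = 0.00251, n = 3 arrays per group) and At3g46930 (log2 1.64, adjusted p = 0.0321), both protein kinases, EXO70B1 (log2 0.89, adjusted p = 0.00491), and RDUF1, a ubiquitin ligase (log2 1.16, adjusted p = 0.0486). The rises of At3g46930 and RDUF1 each ended when control 1, control 2 or any 1 of the HP arrays was left out. CMPG2, a U-box ubiquitin ligase, stood at 1.1 (adjusted p = 0.0599), At3g14200 at 1.1 (adjusted p = 0.287) and At4g36500 at 1.50 (adjusted p = 0.271). With the replicate block 8 of the markers rose, 6 of them by more than 1 on the log2 scale, and these last 3 were among the 6. The count was also 8 when adjusted over the list alone. The study selected these markers from the RB arrays, so the count is not independent evidence for the HP arrays, which share the control. Compared with the other probe sets the markers lay higher in HP (camera, adjusted p = 3.47e-10, and adjusted p = 0.0363 with an estimated correlation). Set directly against each other, 24 of the 27 were higher in RB than in HP, 13 of them past the test (16 with the block), and 0 were higher in HP by limma. The markers were selected for their rise in these same RB arrays, so this direct tally is not independent evidence either.

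**Figure D1:**
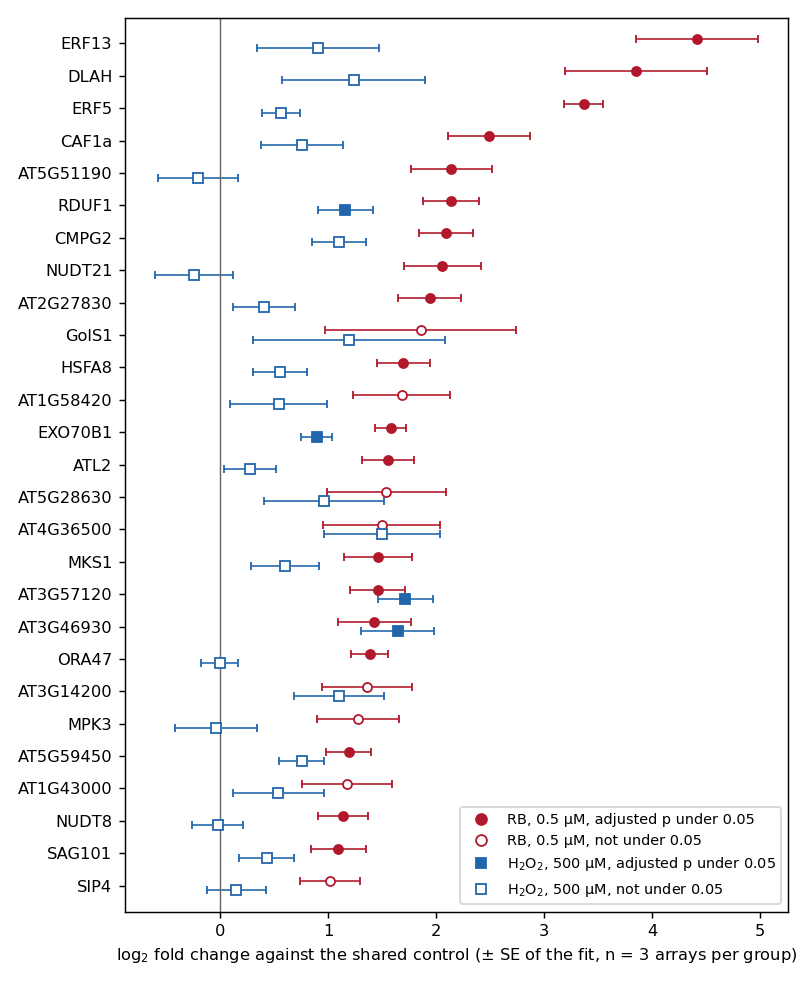
Log2 fold change (horizontal axis) with its standard error for the 27 markers of Table 1 in RB (red circles) and in HP (blue squares) against their shared control, n = 3 arrays per group, with filled symbols for an adjusted p under 0.05. All 27 lie above 1 in RB, 19 of them filled, whereas 4 are filled in HP.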

**Table 1.** ^1^O_2_ markers with statistically significant enrichment (P<0.05) in cluster A of the hierarchical clustering analysis of the 485 transcripts with fold change |Log_2_|>1 in ACSC after the 30min treatment with 0.5 μM RB

Element	Locus ID	Annotation
248799_at	At5g47230	ERF5, ethylene responsive element binding factor 5
266821_at	At2g44840	ERF13, ethylene responsive element-binding factor 13
248448_at	At5g51190	AP2 (Apetala2) domain-containing transcription factor, putative
262211_at	At1g74930	Member of the dehydration response element-binding (DREB) subfamily A-5 of ERF/AP2 transcription factor family
259992_at	At1g67970	HSFA8, heat shock transcription factor A8
247707_at	At5g59450	SCL11, Scarecrow-like transcription factor 11
252679_at	At3g44260	CCR4-NOT transcription complex protein, putative
257511_at	At1g43000	Zinc-binding family protein
252474_at	At3g46620	Zinc finger (C3HC4-type RING finger) family protein
258436_at	At3g16720	Zinc ion binding/protein binding
256306_at	At1g30370	Lipase class 3 family protein
246600_at	At5g14930	SAG101, senescence-associated gene 101; triacylglycerol lipase
245777_at	At1g73540	NUDT21, Nudix hydrolase homologue 21
248793_at	At5g47240	NUDT8, Nudix hydrolase homologue 8
252592_at	At3g45640	MPK3, mitogen-activated protein (MAP) kinase 3
257751_at	At3g18690	MKS1, MAP kinase substrate 1
255872_at	At2g30360	CIPK11, Cystathionine β-lyase-interacting protein kinase 11
251683_at	At3g57120^*a*^	Protein kinase family protein
252470_at	At3g46930^*a*^	Protein kinase family protein
263320_at	At2g47180	GOLS1, galactinol synthase 1
247811_at	At5g58430	EXO70B1, exocyst subunit EXO70 family protein B1
247240_at	At5g64660^*a*^	U-box domain-containing protein
256999_at	At3g14200^*a*^	DNAJ heat shock N-terminal domain-containing protein
246108_at	At5g28630	Glycine-rich protein
266259_at	At2g27830	Similar to pentatricopeptide (PPR) repeat-containing protein
246270_at	At4g36500^*a*^	Similar to unknown protein (TAIR:At2g18210.1)
245840_at	At1g58420	Similar to unknown protein (TAIR:At1g10140.1)

^*a*^ Specific markers for ^1^O_2_ that are also up-regulated in ACSC after the treatment with 500 μM H_2_O_2_.

## Discussion

### Chloroplast-dependent ^1^O_2_-mediated PCD in ACSC treated with RB

RB, which accumulates in chloroplasts of *Arabidopsis* cells, caused a surge in ^1^O_2_ production that activated transcriptional defence responses leading to the physiological induction of PCD. However, treatment with MV or IC, which do not enter chloroplasts, did not activate any statistical change in the transcriptional profile of ACSC. In spite of this, it could not be unambiguously concluded that the divergent subcellular location of the three ^1^O_2_ elicitors was the sole cause of this observation because the ^1^O_2_ quantum yields of the three elicitors are inherently different and, in particular, lower for MV and IC (Kovacs *et al*., 2013). Therefore, this physiological defence response was investigated in more detail in both dark-grown and light-grown *Arabidopsis* cells in order to establish whether its activation was initiated by ^1^O_2_ production inside the chloroplasts or instead was independent of cellular location. It was determined that PCD was not activated by ^1^O_2_ produced by RB in dark-grown cells that had not developed chloroplasts; a result that was in full agreement with the recent study by Kim and co-workers (2012), who observed that the ^1^O_2_-mediated cell death in seedlings of the leaf-variegated mutant *variegated2* was only induced in cells of the green leaf sector of this mutant containing fully developed chloroplasts, but not in the white sector where undifferentiated plastids were present. Chloroplasts are known both to be an important source of defence signalling molecules (i.e. ROS and precursors of defence hormones) and to have a central role in defence responses and the hypersensitive response (HR), a form of PCD localized at the site of pathogen attack that requires light for its development in many cases (Karpinski *et al.*, 2003; Coll *et al.*, 2011; Kacprzyk *et al.*, 2011). Likewise, the involvement of chloroplasts and ROS in PCD was recently demonstrated in ACSC (Doyle *et al.*, 2010), supporting the view that chloroplasts play a significant role in PCD regulation. In some studies carried out with *C. reinhardtii*, it has been proposed that ^1^O_2_ can escape from the chloroplasts and interact with an ^1^O_2_ sensor located in the cytoplasm or even reach the nucleus (Fischer *et al.*, 2007). However, on the basis of the present results with RB, which does not activate PCD in dark-grown cells, it is difficult to reconcile the results with a role for ^1^O_2_ itself as a signalling molecule outside chloroplasts unless extremely, non-physiological HL conditions or very high concentrations of ^1^O_2_ elicitors come into play. Hence it is proposed that ^1^O_2_-mediated PCD in ACSC is initiated only via developed chloroplasts.

Under the experimental conditions used here, 500 μM H_2_O_2_ did not activate PCD in cells grown in dark or light conditions. Low PCD rates in ACSC subjected to H_2_O_2_ were shown here; however, higher H_2_O_2_ concentrations or longer incubation times than those described in this study were required to increase the PCD levels (Desikan *et al*., 1998, 2001).

The functional enrichment analysis of the transcriptional profiling of light-grown ACSC also provided lines of evidence for the activation of PCD after the treatment with 0.5 μM RB, but not with 500 μM H_2_O_2_. A direct comparison between the 30min, 2-fold up-regulated transcripts in ACSC treated with 0.5 μM RB and the 30min early-induced, 2-fold up-regulated transcripts in the *flu* mutant (op den Camp *et al.*, 2003) showed that >40% of the up-regulated transcripts in ACSC (i.e. 138 of out 314) were included in the above list of up-regulated transcripts in the *flu* mutant. Likewise, the list of the 30min, 2-fold, up-regulated transcripts in ACSC, treated with 0.5 μM RB, contained 32 specific markers for ^1^O_2_ (Supplementary Table S6 at *JXB* online), seven specific markers for H_2_O_2_, and no specific markers for O_2_^–^ when it was compared with lists of specific markers for ROS provided by Gadjev and co-workers (2006). This indicated that ^1^O_2_ produced by RB in ACSC induced the expression of a list of transcripts that resembled the list observed in the *flu* mutant and confirmed that the transcriptional defence responses observed were mediated by ^1^O_2_ production inside chloroplasts. However, they did not seem to be associated with the EX1/EX2- and EDS1-dependent signalling pathway (see below). In addition, the analysis of the over-represented GO/biological process terms in *Arabidopsis* cells treated with 0.5 μM RB showed that most of them corresponded to responses to pathogens, several biotic and abiotic stimuli, and PCD, which were also observed in the *flu* mutant (op den Camp *et al.*, 2003). Unexpectedly, the list of the 2-fold up-regulated transcripts in ACSC after the treatment with 500 μM H_2_O_2_ also exhibited some overlap (<30%) with the list of the 30min early-induced, 2-fold up-regulated transcripts in the *flu* mutant and 19 specific markers for ^1^O_2_ (Supplementary Table S6), and only three specific markers for H_2_O_2_ were identified. 

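In the HP arrays 7 of 69 plastid-encoded transcripts fell (limma, n = 3 arrays per group) and 6 of the 69 were higher than in the control. The falls were psbT of photosystem II (log2 -3.05, standard error 0.614, adjusted p = 0.0274), petL and petG of the cytochrome b6f complex (log2 -2.70 and -2.18), psaI of photosystem I (log2 -2.44), accD of the plastid acetyl-CoA carboxylase (log2 -2.25, adjusted p = 0.00785), psaJ (log2 -1.32) and rbcL, the large subunit of Rubisco (log2 -1.39). psaJ and rbcL were named after their values were seen. The median over the 69 was -0.745 (camera, adjusted p = 3.29e-15, and adjusted p = 0.364 with an estimated correlation). Set against the control of the MV and IC arrays, psbT, petL, psaI, accD and petG were all higher in HP, with none past the test. That comparison also holds the difference between the sets. Under the replicate block 13 fell. Without 1 array the number that fell was 1 for control 1, 1 for control 2, 12 for control 3, 0 for HP1 and 1 for HP3. Mitochondrion-encoded transcripts were lower in HP too, all 11 of them, with a median of -0.734 (camera, adjusted p = 8.6e-05, and adjusted p = 0.464 with an estimated correlation), and of these 0 fell by limma, 1 with the block (nad7). Of 11 nuclear-encoded photosynthesis transcripts, 0 changed by limma in HP or in RB, with medians of -0.149 and 0.0197, also when adjusted over the list alone (camera, adjusted p = 0.414 and 0.899). In RB 0 of the 69 plastid-encoded transcripts fell, 2 with the block, with a median of -0.165. Directly compared, 64 of the 69 were higher in RB than in HP, with a median difference of 0.704 and 0 past the test, 2 with the block (ndhG and psbB, named after their values were seen) (camera, adjusted p = 2.34e-08, and adjusted p = 0.539 with an estimated correlation). The per-array median of the plastid-encoded transcripts was 8.108 ± 0.183 (SD, n = 3) in the control of RB and HP, 6.945 ± 0.458 in HP and 6.794 ± 0.855 in the control of MV and IC. The difference between HP and its control was -1.16 and that between both controls 1.31, each with p = 0.1 in a two-sided exact permutation test, the smallest p that 3 arrays against 3 allow.

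**Figure D2:**
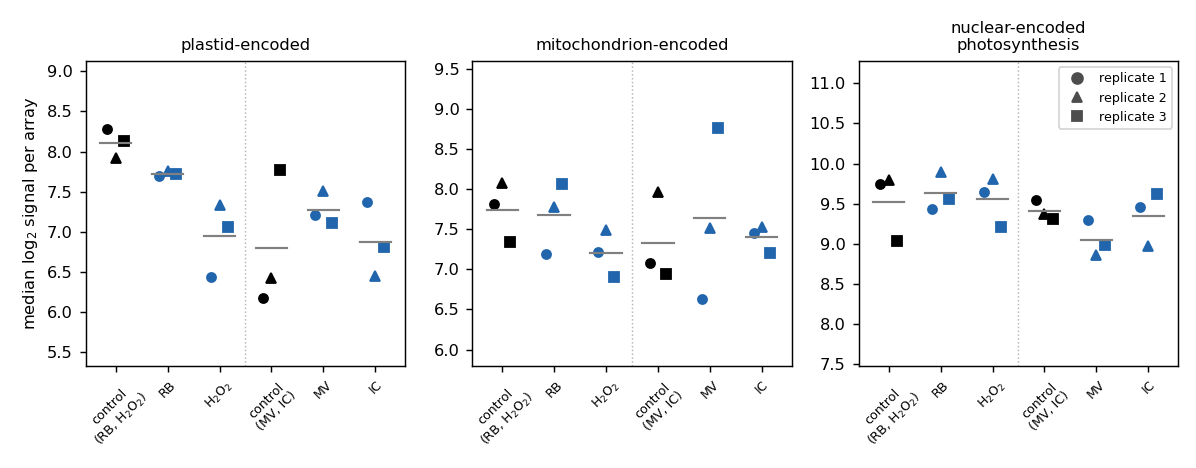
Median log2 signal (vertical axis) of plastid-encoded, mitochondrion-encoded and nuclear-encoded photosynthesis transcripts on each of the 18 arrays in 6 groups, with controls in black, treatments in blue, replicates 1, 2 and 3 as circle, triangle and square, and the group mean as a grey line. The plastid-encoded median averages 8.108 in the control of RB and HP and 6.945 in HP, and the control of MV and IC spreads widest with an SD of 0.855.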

The fact that the treatment with 500 μM H_2_O_2_ inhibited the expression of several chloroplast transcripts (Log_2_ <1) particularly associated with photosynthesis (Supplementary Table S3, locus identifier in a cyan background) suggested that H_2_O_2_ clearly entered chloroplasts and activated transcriptional defence responses that had common characteristics with those described for the 0.5 μM RB treatment and the *flu* mutant. This is confirmed in Supplementary Tables S7 and S8, where a significant number of over-represented GO/biological process terms after the treatments with 0.5 μM RB and 500 μM H_2_O_2_ appeared in both lists. However, a closer inspection of both lists disclosed that GO terms such as resistance response to pathogen (GO:0009814 and GO:009627), protein ubiquitination (GO:0016567), and PCD (GO:0012501 and GO:0006915) were only present in the treatment with 0.5 μM RB. The list of the 30min, up-regulated transcripts in ACSC after the treatment with 0.5 μM RB contained key transcripts associated with the above GO terms that included: resistance (*R*) transcripts encoding TIR-NB-LRR-type resistance and CC-NB-LRR proteins (At5g41750; At5g41740; At1g58807; At1g59124; At1g59620), MITOGEN-ACTIVATED PROTEIN KINASES (*MPK3*, At3g45640; *MPKK4*, At1g51660), the ubiquitin ligase PLANT U-BOX17 (*PUB17*, At1g29340), a NUDIX HYDROLASE HOMOLOG (*NUDT7*, At4g12720), BCL-2-ASSOCIATED ATHANOGENE (*BAG3*, At5g07220), the lipase-like protein PHYTOALEXIN DEFICIENT 4 (*PAD4*, At3g52430), the ELICITOR PEPTIDE 2 PRECURSOR (*PROPEP2*, At5g64890), the transcription factor WRKY70 (At3g56400), and the ANKYRIN REPEAT-CONTAINING PROTEIN 2A (*AKR2A*; At4g35450); the underlined transcripts of which were also present in the early-induced, 2-fold up-regulated transcripts of the *flu* mutant. In contrast, the list of up-regulated transcripts in ACSC treated with 500 μM H_2_O_2_ contained only four transcripts associated with PCD and resistance response to pathogens (*BAG3*, At5g07220; *PROPEP2*, At5g64890; *AKR2A*, At4g35450; and *MYB30*, At3g28910), but none of them was included in the list of the early-induced, 2-fold up-regulated transcripts in the *flu* mutant.

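PAD4, a lipase-like regulator of disease resistance, rose in RB by 1.92 on the log2 scale (standard error 0.363, adjusted p = 0.00805, n = 3 arrays per group), and WRKY70, a transcription factor of salicylic acid responses, by 1.71 (standard error 0.2, adjusted p = 0.000184). The probe set shared by the resistance genes At5g41740 and At5g41750 rose by 1.77 (standard error 0.197, adjusted p = 0.000137). Smaller rises were found for the probe set shared by At1g58807 and At1g59124 (log2 1.03, adjusted p = 0.0385), for MKK4, the kinase that activates MPK3 (log2 0.82, adjusted p = 0.0219) and for AKR2A (log2 0.60, adjusted p = 0.0219). These last 3 were lost on leaving out single arrays, At1g58807 and At1g59124 without control 1, control 2, RB1 or RB3, MKK4 without control 1, RB1 or RB2, and AKR2A without control 1, RB2 or RB3. PUB17 (log2 0.61, adjusted p = 0.146), the Nudix hydrolase NUDT7 (log2 0.52, adjusted p = 0.527), BAG3 (log2 0.48, adjusted p = 0.338), PROPEP2 (log2 1.42, adjusted p = 0.428) and At1g59620 (log2 0.63, adjusted p = 0.191) did not pass without a block. Of the 13 probe sets of resistance and PCD transcripts that the Discussion names for both treatments, 13 were higher in RB and 6 rose, 9 when adjusted over the list alone and 12 with the replicate block, whose adjusted p was 0.025 for PUB17, 0.0154 for NUDT7, 0.0383 for BAG3, 0.00104 for PROPEP2, 0.0348 for At1g59620 and 0.000275 for MPK3. The list lay above the other probe sets (camera, adjusted p = 1.99e-11, and adjusted p = 0.00503 with an estimated correlation), but the study drew it from these arrays and it is not independent evidence.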

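BAG3, a co-chaperone of the BAG family, stood at 0.62 on the log2 scale in HP (standard error 0.227, adjusted p = 0.28, n = 3 arrays per group), PROPEP2, the precursor of a defence peptide, at 1.23 (adjusted p = 0.528), AKR2A at 0.53 (adjusted p = 0.104) and MYB30, a regulator of hypersensitive cell death, at 1.2 (adjusted p = 0.318). Of the 13 probe sets of resistance and PCD transcripts 0 rose in HP by limma without a block, and 1 when adjusted over the list alone. With the replicate block 4 rose, BAG3 (adjusted p = 0.0238), PROPEP2 (0.00588), AKR2A (0.0327) and MYB30 (0.00089). As a group the 13 lay higher in HP (camera, adjusted p = 6.92e-04, and adjusted p = 0.121 with an estimated correlation). The study drew the list from its own calls on these RB and HP arrays. BAG3, PROPEP2, AKR2A and MYB30 are those it names for HP. Neither these results in HP nor the differences between the treatments are thus independent evidence. PAD4 was higher in RB than in HP by 1.56 (standard error 0.363, adjusted p = 0.0278), WRKY70 by 1.61 (adjusted p = 0.000299) and the probe set of At5g41740 and At5g41750 by 1.41 (adjusted p = 0.000782), the 3 of the 13 that differed between the treatments without a block. With the block MPK3, NUDT7 and At1g59620 were also higher in RB than in HP (adjusted p = 0.000253, 0.00235 and 0.0123) and MYB30 lower (adjusted p = 0.00242).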

It has been proposed that ethylene (ET) and salicylic acid (SA) signalling pathways function additionally during the ^1^O_2_-mediated PCD and that the oxylipins 12-oxophytodienoic acid (OPDA) and dinor-OPDA antagonize the cell death-inducing activity of jasmonic acid (JA) in the *flu* mutant (Danon *et al.*, 2005). 

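ACS6, an ACC synthase that catalyses the committed step of ethylene synthesis, rose 5.08-fold in RB (log2 2.35, standard error 0.323, adjusted p = 0.000679, n = 3 arrays per group) and had a log2 fold change of 0.52 in HP (adjusted p = 0.519), a difference of 1.83 between the treatments (adjusted p = 0.00513). ERF6 rose by 3.54 on the log2 scale in RB (standard error 0.39, adjusted p = 0.000135), and At5g51190, a further ethylene response factor, by 2.14 (standard error 0.373, adjusted p = 0.00452). ERF1 rose by 1.63 (adjusted p = 0.0285) and ERF2 by 1.50 (adjusted p = 0.0274). Each of these rises was lost in 5 of the 6 fits that leave out 1 array, all but that without control 1 for ERF1 and all but that without control 3 for ERF2. ORA47, which activates jasmonate synthesis genes, rose by 1.39 (standard error 0.17, adjusted p = 0.000263). All 9 of the listed ERFs with a probe set rose in RB, but 8 of them are named here through the paper's own tables of changed transcripts, so the tally is not independent evidence.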

In a search for key transcripts associated with the biosynthesis of the above enzymes in ACSC treated with 0.5 μM RB, it was observed that 1-AMINOCYCLOPROPANE-1-CARBOXYLIC ACID (ACC) SYNTHASE 6 (*ACC6*, At4g11280) was present together with another eight ethylene-responsive element binding factors (ERFs) that included all those early-induced ERFs listed by Danon and co-workers (2005). In addition, transcripts encoding enzymes associated with the biosynthesis of OPDA in chloroplasts such as ALLENE OXIDE SYNTHASE (*AOS*, At5g42650), the conjugation of OPDA with glutathione such as GLUTATHIONE *S*-TRANSFERASE 5 (*GST5*, At2g29450), and the biosynthesis of JA in peroxisomes such as 3-oxo-2-[2’(Z)-pentenyl]-cyclopentane-1-octanoic (OPC-8:0) CoA LIGASE 1 (*OPCL1*, At1g20510) were also present. However, there was no evidence for the up-regulation of *EDS1* (At3g48090) known to be required for the biosynthetic activation of SA and the modulation of the ^1^O_2_-mediated PCD in the *flu* mutant (Ochsenbein *et al.*, 2006). 

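LOX4, a lipoxygenase of the jasmonate pathway, rose by 2.26 on the log2 scale in RB (standard error 0.393, adjusted p = 0.00439, n = 3 arrays per group) and AOS, which makes the precursor of OPDA, by 1.18 (standard error 0.251, adjusted p = 0.0166). The rise of AOS was lost without RB2. GST5, also named GSTU5, stood at 1.4 (standard error 0.461, adjusted p = 0.132) and passed with the replicate block (adjusted p = 0.00745). OPCL1 stood at 1.07 (standard error 0.339, adjusted p = 0.113) and also passed with the block (adjusted p = 0.00487). JAR1, which conjugates jasmonate to isoleucine, stood at 0.49 (adjusted p = 0.288, and 0.0208 with the block). Against HP, AOS was higher in RB by 0.78 (adjusted p = 0.134) and OPCL1 by 0.76 (adjusted p = 0.337), which did not pass, and GST5 was lower by -1.03 (adjusted p = 0.343, and 0.04 with the block).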

The essential regulation role of EDS1 is mediated by its interaction with PAD4, and also by the product of the *SENESCENCE-ASSOCIATED GENE 101* (*SAG101*, At5g14930), two proteins that have defence regulatory functions beyond stabilizing EDS1 in TIR-NB-LRR-type *R* gene-triggered resistance as demonstrated by silencing *EDS1* with a double-standed DNA (dsRNA) interference construct (Feys *et al.*, 2005). 

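SAG101, a lipase-like partner of EDS1, rose by 1.09 on the log2 scale in RB (standard error 0.254, adjusted p = 0.0279, n = 3 arrays per group), a call that was lost without control 1, control 2 or RB1. Among regulators of salicylic acid synthesis and signalling, SARD1 stood at 1.36 (adjusted p = 0.226), CBP60G at 1.26 (adjusted p = 0.355) and NPR1 at 0.72 (adjusted p = 0.222). With the replicate block these passed, with an adjusted p of 0.00194 for SARD1, 0.00194 for CBP60G and 0.0176 for NPR1. EX1, the plastid protein EXECUTER1 through which 1O_2_ signals pass in *flu*, stood at -0.05 (standard error 0.161, adjusted p = 0.926), and *EDS1* and *EX2* were not analysed here. Of the 7 members of this list with a probe set, 2 rose in RB, namely PAD4 and SAG101, and in HP 0 did by limma, with or without the block. The platform names 3 of the 7 and the others are named through the paper's own tables, so the tally is not independent evidence.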

The evidence that key transcripts associated with the biosynthesis pathway of ET and JA, together with *PAD4* and *SAG101*, are up-regulated in ACSC with 0.5 μM RB suggests that they could be responsible for the induction of PCD through a signalling pathway that does not depend on EDS1. This agrees with the recent study by Ramel *et al.* (2013), who established that ^1^O_2_ activated cell death in the *ch1* mutant under HL stress, although no evidence for the activation of the EX1/EX2- and EDS1-dependent signalling pathway was found. In contrast, JA was described to have a key role in the ^1^O_2_-mediated cell death, finding significant differences in the activation or repression of transcripts associated with the biosynthesis of this hormone under HL or acclimatory conditions. It is worth noting that an acclimatory response, but not PCD, was activated in ACSC subjected to a 30min treatment with HL (1800 μE m^−2^ s^−1^) (González-Pérez *et al.*, 2011; Gutiérrez *et al.*, 2011) and that no evidence was found for the up-regulation of *EDS1*, *PAD4* and *SAG101* nor for transcripts encoding enzymes associated with the biosynthesis of JA in peroxisomes.

Similarly, a search for key early-induced transcripts associated with the biosynthesis and signalling cascade of ET, JA, and SA (listed in the study by Danon and co-workers, 2005) in ACSC treated with 500 μM H_2_O_2_ did not yield any match except for a transcript encoding the transcription factor ERF6 (At4g17490), supporting the view that PCD was not activated either. 

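ERF6 rose in HP by 2.05 on the log2 scale (standard error 0.39, adjusted p = 0.019, n = 3 arrays per group). This call was lost without control 2, HP1 or HP3, and the difference from RB was 1.50 (adjusted p = 0.0527, and 0.0197 with the replicate block). GSTU5, which is GST5, rose in HP by 2.43 (standard error 0.461, adjusted p = 0.0186), a call that was lost without control 1, control 2, HP1 or HP3 and against the control of the MV and IC arrays, where its direction turned. The use of that control also brings in the difference between the sets. AOS stood at 0.40 (adjusted p = 0.515), OPCL1 at 0.31 (adjusted p = 0.734) and LOX4 at 1.51 (adjusted p = 0.108, and 0.0374 with the block). PAD4 stood at 0.35 (adjusted p = 0.713) and SAG101 at 0.43 (adjusted p = 0.493). Of the 9 ERFs with a probe set, ERF6 was the 1 that rose in HP, with or without the block.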

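UGT75B1 rose by 2.91 on the log2 scale in HP (standard error 0.181, adjusted p = 2.28e-07, n = 3 arrays per group), UGT73B1 by 1.85 (standard error 0.142, adjusted p = 2.39e-06), UGT73B4 by 1.70 (adjusted p = 0.00323) and UGT73B5 by 1.57 (adjusted p = 0.00162). These enzymes attach glucose to small molecules. Together with the probe set of UGT73B3 and UGT73B2, 5 of 8 listed UDP-glycosyltransferases rose in HP, and each passed without any 1 array. In RB the 1 that rose was that shared probe set (log2 1.56, standard error 0.183, adjusted p = 0.000184), which was lower in RB than in HP by -4.21 (adjusted p = 5.53e-09). With the replicate block UGT73B1 rose in RB as well (log2 0.50, adjusted p = 0.0168). By the platform annotation alone 4 of 7 rose, 5 when adjusted over the list alone, and the list lay above the other probe sets in HP (camera, adjusted p = 1.83e-10, and adjusted p = 7.37e-04 with an estimated correlation) and lower in RB than in HP (camera, adjusted p = 4.38e-11, and adjusted p = 6.38e-04 with an estimated correlation). Of 18 glutathione transferases 9 rose in HP, 12 with the replicate block. GSTU1 rose by 3.21 (adjusted p = 2.28e-07), GSTU7 by 3.18 (adjusted p = 9.43e-06) and GSTF8, formerly GST6, by 1.64 (standard error 0.325, adjusted p = 0.0245), the last a call lost without control 2, HP1 or HP3. In RB 0 of the 18 rose by limma, 3 with the block (GSTU5, GSTU10 and GSTU12). Many of the 18 are named here through the paper's own tables. By the platform annotation 1 of 7 rose in HP, namely GSTU22, and 1 when adjusted over the list alone (camera, adjusted p = 0.303), and in RB 0 of the 7 did (camera, adjusted p = 0.951).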

Of interest is the observation that ACSC treated with 500 μM H_2_O_2_ exhibited several up-regulated transcripts encoding UDP-glycosyl transferases (UGTs) and GST, some of them known to be early-induced by H_2_O_2_, such as *UGT73B3*, *UGT73B5*, and *GST6* and with an important role in plant defence responses (Chen and Singh, 1999; Langlois-Meurinne *et al.*, 2005).

### Correlation between the *flu* family mutants and ACSC treated with RB

The hierarchical clustering analysis of 485 co-regulated transcripts between ACSC treated with 0.5 μM RB, ^1^O_2_-producing mutants, and wild-type plants subjected to HL showed that ACSC treated with 0.5 μM RB had higher Pearson’s correlation with the *flu* family mutants than with the *npq1lut2* mutant. ACSC treated with 0.5 μM RB had 27 specific markers for ^1^O_2_ in common with the *flu* mutant (Table 1), but only two out of the 27 were up-regulated in the *npq1lut2* mutant exposed to HL for 2h (At5g47240 and At3g14200), where an acclimatory response was reported (Alboresi *et al.*, 2011). 

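NUDT8 (At5g47240), a Nudix hydrolase, rose in RB by 1.14 on the log2 scale (standard error 0.233, adjusted p = 0.0132, n = 3 arrays per group). Its log2 fold change in HP was -0.02 (adjusted p = 0.974), and the difference was 1.16 (adjusted p = 0.0115). At3g14200, which encodes a DnaJ-domain chaperone, stood at 1.36 in RB (standard error 0.414, adjusted p = 0.0987) and passed with the replicate block (adjusted p = 0.00189). Leaving out control 1 or RB2 ended the call of NUDT8. The *npq1lut2*, *flu* and *ch1* expression data were not used here.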

A manual inspection of the up-regulated transcripts (with Log_2_ ratios ≥1) in *ch1* (Ramel *et al.*, 2013) showed that four (At2g29450, At2g30360, At2g44840, and At3g44260) were listed among the 27 specific markers for ^1^O_2_ in cluster A when this mutant was subjected to HL for 2 d, but none when *ch1* was first acclimated to HL. Interestingly, the former up-regulated transcripts are involved in response to ET and JA stimuli. A transcriptional analysis of defence responses mediated by carotenoid oxidation products (i.e. β-cyclocitral) with origin in the reaction between ^1^O_2_ and the β-carotene molecules (housed in the PSII RC) also proved that ^1^O_2_ production by PSII RC induced an acclimatory rather than a PCD response (Ramel *et al.*, 2012*a*, *b*). A manual inspection of the up-regulated transcripts in the aforementioned study also indicated that only two out of the 27 specific markers for ^1^O_2_ in cluster A (At3g46620 and At3g14200) were up-regulated after the treatment with β-cyclocitral. In the study by Rossel and co-workers (2007), leaves were directly exposed to HL for 30min. The list of up-regulated transcripts contained several specific markers for ^1^O_2_, eight of which were included in cluster A (At1g74930, At2g30360, At2g35710, At2g44840, At2g47180, At3g44260, At3g46930, At5g47240, see Table 1 for their description). Despite the fact that this HL treatment induced a significant number of specific markers for ^1^O_2_, the underlined transcripts of which were involved in response to ET and JA stimuli, the authors described the activation of a (systemic acquired) acclimatory response. The production of ^1^O_2_ and other ROS has also been demonstrated in plants exposed to high doses of UV, and their effects on the expression of transcripts encoding enzymes with an antioxidant role and with a UV-dependent expression have been recently investigated (Hideg *et al.*, 2013). However, the overlap between transcripts encoding several antioxidative enzymes in the *flu* mutant and the UV-induced transcripts was very limited. In fact, a single match with the transcript encoding GLUTAREDOXIN (*GRX480*, At1g28480)—also induced in other chemical treatments—was detected. 

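GRX480 (At1g28480) had a fold change of 3.1 in RB (log2 1.63, standard error 0.496, adjusted p = 0.0987, n = 3 arrays per group), which passed with the replicate block (adjusted p = 0.0147). Its level was lower in RB than in HP by -2.60 on the log2 scale (standard error 0.496, adjusted p = 0.00858). DHAR2, a dehydroascorbate reductase, rose in HP by 1.96 (standard error 0.274, adjusted p = 0.00155), stood at 0.09 in RB (adjusted p = 0.92) and was lower in RB than in HP by -1.86 (adjusted p = 0.00116). Of 6 antioxidant enzymes and ROS-response factors that the platform annotation names from a list of 30 loci, 0 changed in RB or in HP by limma (camera, adjusted p = 0.622 and 0.414). The zinc finger factor STZ, at 1.66 in RB, was the 1 that rose in RB with the block and when adjusted over the list alone.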

A similar conclusion was reached when the 14 UV-induced transcripts were compared with the 2-fold, up-regulated transcripts in ACSC treated with 0.5 μM RB, as only *GRX480* was also up-regulated. Although the hierarchical clustering analysis shows certain correlation between experiments where ^1^O_2_ is produced, the genome-wide expression profiling and, consequently, the ^1^O_2_-mediated defence responses (i.e. acclimation or PCD) vary significantly between experimental conditions, where the EX1/EX2- and EDS1-dependent signalling pathway is not activated or overlaps with other ^1^O_2_-mediated signalling pathways belonging to a more complex signalling network.

### Conclusion

In brief, PCD has been activated in *Arabidopsis* cell cultures treated with submicromolar concentrations of RB, a potent, artificial ^1^O_2_ photosensitizer that accumulates inside chloroplasts. The fact that this ^1^O_2_-mediated physiological response occurs in light-grown cultures, but not in dark-grown cultures, suggests that its activation requires functional chloroplasts. Additionally, a co-regulation analysis using the early-induced transcripts with a statistically significant fold change |Log_2_|>1 in ACSC treated with RB showed that this treatment had high correlation with the *flu* family mutants (although there was no evidence for the up-regulation of *EDS1*), but low correlation with other ^1^O_2_-producing mutants or HL treatments in which an acclimatory response was activated instead of cell death.

## Supplementary data

Supplementary data are available at *JXB* online.

Figure S1. Volcano plots of the microarray experiments:

Figure S2. Validation of the microarray experiments in ACSC after the 30min treatments with 0.5 μM RB and 500 μM H_2_O_2_.

Table S1. Transcripts and their corresponding primers selected for monitoring early ROS-mediated responses in ACSC under (photo)oxidative stress.

Table S2. Set of transcripts down- and up-regulated in ACSC after the 30min treatment with 0.5 μM RB (adjusted *P*-value <0.05).

Table S3. Set of transcripts down- and up-regulated in ACSC after the 30min treatment with 500 μM H_2_O_2_ (adjusted *P*-value <0.05).

Table S4. Transcripts and their corresponding primers selected for validation of the microarray experiments in ACSC under (photo)oxidative stress.

Table S5. Fold changes (Log_2_) in the expression of selected transcripts responding to ROS production in ACSC after the 30min treatment with RB, MV, and IC at 0.5 μM, and H_2_O_2_ at 500 μM.

Table S6. Up-regulated specific markers for ^1^O_2_ in ACSC after several chemical treatments.

Table S7. Tree view of over-represented GO/biological process terms in *Arabidopsis* cell suspension culture after the 30min treatment with 0.5 μM RB (adjusted *P*-value <0.05).

Table S8. Tree view of the over-represented GO/biological process terms in *Arabidopsis* cell suspension culture after the 30min treatment with 500 μM H_2_O_2_ (adjusted *P*-value <0.05).

Table S9. Pearson’s correlation between different experimental conditions and *Arabidopsis* mutants.

Supplementary Data

## Abbreviations:

ACSC: *Arabidopsis thaliana* cell suspension cultures
Chl: chlorophyll
DAB: 3,3′-diaminobenzidine tetrahydrochloride
DNPH: 2,4-dinitrophenylhydrazine
ET: ethylene
EX: EXECUTER
FDA: fluorescein diacetate
HL: high light
IC: indigo carmine
JA: jasmonic acid
LL: low light
MV: Methylene Violet
OPDA: 12-oxophytodienoic acid
PCD: programmed cell death
Pchlide: protochlorophyllide
RB: Rose Bengal
ROS: reactive oxygen species
SA: salicylic acid.

# Supplementary material for: Programmed cell death activated by Rose Bengal in Arabidopsis thaliana cell suspension cultures requires functional chloroplasts
**Source:** J Exp Bot. 2014 Apr 10;65(12):3081–95. doi: 10.1093/jxb/eru151
**Supplement:** Supplementary Data

Programmed cell death activated by Rose Bengal in Arabidopsis thaliana cell suspension cultures requires functional chloroplasts — Programmed cell death activated by Rose Bengal in Arabidopsis thaliana cell suspension cultures requires functional chloroplasts — Supplementary Data 

# Programmed cell death activated by Rose Bengal in *Arabidopsis thaliana* cell suspension cultures requires functional chloroplasts

## Supplementary Data

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

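Transcript levels were measured with Affymetrix ATH1 arrays on total RNA from light-grown ACSC in 6 groups of 3 biological replicates each, 18 arrays in all. The groups were RB, MV and IC at 0.5 μM, H_2_O_2_ at 500 μM (HP), a control for RB and HP and a control for MV and IC. The authors background-corrected, quantile-normalized and summarized the probes by RMA, and the deposited values are the log2 RMA signal of each of 22810 probe sets on each array. The submitters' processing notes name affy and RMA without a version. The values include the normalization between arrays, and the files do not show whether all 18 arrays were normalized in 1 run. No count or reading depth applies to such values, and the number of arrays sets the precision.

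All 18 arrays were fitted together in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes without a trend or a robust prior) as 6 groups that share 1 estimate of the spread, with 12 residual and 3.37 prior degrees of freedom. The groups did not spread equally. Root mean square deviations from the group mean were 0.302 to 0.358 in the control of RB and HP. They were 0.192 to 0.238 in the control of MV and IC. The shared estimate may therefore be too small for comparisons with the control of RB and HP. The 64 control probe sets were left out, which leaves 22746, and p-values were adjusted over these by the method of Benjamini and Hochberg. A probe set was called at an adjusted p under 0.05, with an absolute log2 fold change over 1 as a further threshold where stated. RB and HP were compared with their shared control, MV and IC with theirs, and RB with HP, MV with IC and the control groups with each other. The effect of RB minus that of MV or IC was tested as a difference of differences. Whether a probe set changed after the adjustment over a gene list alone was counted as well. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

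Each control array is titled in the labels as the control of the treated arrays of the same number, so the pairing of arrays by replicate number was checked. Deviations from the group means correlated across probe sets with a mean of 0.563 between control and HP arrays of the same number (lowest 0.483), 0.218 between control and RB (lowest 0.000948), 0.388 between RB and HP (lowest 0.231), 0.427 between control and IC (lowest 0.216), 0.161 between control and MV (lowest -0.333) and 0.389 between MV and IC (lowest 0.158). The lowest values of control and RB and of control and MV are those of replicate 3, where the pairing is not seen. Arrays of different numbers are no separate test, because subtracting the group means fixes their mean at -0.5 times that of the same number. The paper's text names no block, so the fit has none, and the fit with the replicate number within each set as a block (8 residual and 4.63 prior degrees of freedom) stands beside it where it changes a call or a count. With the control probe sets kept, the block calls exactly the 1642 and 542 probe sets of the paper's Tables S2 and S3. Calls without the block are therefore not those of the model that gives the paper's calls. This was found after the values were seen.

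Gene names came from the annotation of the platform, which lists 14016 of the probe sets, and for 899 more from the paper's own Tables S2 and S3. Over all probe sets, the control probe sets included, there was exactly 1 locus in 14376 cases, several in 539 and none in 7895. Those without a locus that are not control probe sets were tested but are not named. Of 383 loci in the gene lists, 179 had a probe set. A gene with several probe sets was represented by the one with the highest mean over all arrays. The gene lists, the tests, the rule for naming genes and most alternatives were chosen before the data were examined, but the values in Tables S2 and S3 had been seen by then. By that rule the text names the transcripts that the paper names by locus, the 10 largest rises and the 5 largest falls under RB and under H_2_O_2_ among calls whose 3 treated arrays all lie outside the range of the control arrays, the 5 largest differences between RB and HP in each direction, up to 4 members of each list, the 3 smallest p-values in MV and in IC, and reference transcripts. Other genes that are named were chosen after their values were seen.

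Lists of at least 5 probe sets were tested with camera with a preset correlation of 0.01 and again with an estimated correlation, and with fry. These were the markers of Table 1 and the resistance and PCD transcripts of the Discussion, both chosen by the study on these arrays, and heat shock proteins and factors, glutathione transferases, UDP-glycosyltransferases, nuclear-encoded photosynthesis transcripts and antioxidant enzymes with ROS-response factors. The plastid-encoded and mitochondrion-encoded transcripts and the families of at least 10 probe sets whose symbols share a prefix were added once the annotation was at hand, selected by their symbols before their values were seen. The result of 1 such family is not reported here. For comparisons with a shared control, 100 regroupings gave the values to be had without any treatment effect. These regroupings did not keep the pairing by replicate number.

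The fit was tested on simulated data of the same design with known changes, in a single draw per treatment with 66 or 67 changed genes of each size. Baseline, spread and design were the same for each treatment. Differences between the treatments below therefore come from the draw and do not show unequal power or error. A log2 change of 1 was recovered in 61.19% of the changed genes for RB, 73.13% for HP, 61.19% for MV and 49.25% for IC, a change of 2 in 95.45%, 96.97%, 93.94% and 96.97%, and a change of 0.5 in 14.93%, 16.42%, 22.39% and 17.91%. False calls made up 4.2%, 9.49%, 6.35% and 6.03% of the calls. The simulated arrays had no pairing.

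Alternatives were fits to only the arrays compared or to the 9 arrays of a set, the controls pooled or taken from the other set, the replicate block, a trend with a robust prior, array weights, filters on the 30% dimmest and on cross-hybridizing probe sets, a further quantile normalization, subtraction of array medians, an adjusted p under 0.01, other limits on fold change for the shared transcripts, every probe set of a gene counted, and each array left out in turn. A covariate for RNA integrity, the block with the control probe sets kept, the block with each array left out, and standard errors within pairs for the organelle-encoded transcripts were added after the data had been seen. The published marker lists and the expression data of mutants that the paper compares with, the RT–PCR, the blots and the PCD scores were not used here.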

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

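The test of the difference between the 2 control groups in plastid-encoded transcripts and the standard errors within pairs, and the limits of the RB medians in MV and IC in the part on other observations, were chosen after their results had been seen, and the other tests in this part before theirs.

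Between the 2 control groups, which the paper does not compare, 1698 probe sets differed, 640 higher and 1058 lower in the control of RB and HP, although neither was treated, and 24 differed when only these 6 arrays were fitted. The higher share of 37.7% became 45.9% after another quantile normalization and 50.5% after subtracting array medians, which moved the median of all probe sets from 0.0319 to 0.12. With a covariate for RNA integrity, the 3'-minus-5' signal of actin and GAPDH, 1307 probe sets still differed, which argues against RNA integrity as the whole cause. A few arrays may carry much of the difference, since the count was 386 without control 3 of MV and IC, 458, 868 and 898 without control 1 of RB and HP and controls 1 and 2 of MV and IC, and 3724 without control 3 of RB and HP. A difference between days or cultures is confounded with the sets and stays open.

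Plastid-encoded transcripts were lower in HP than in its control by a median of -0.745. This stayed at -0.65 with the RNA integrity covariate, at -0.557 at the closest to 0 without 1 control array (control 1) and at -0.5 without 1 HP array (HP1), which argues against RNA integrity or a single array as the whole cause. Untreated cultures may spread as widely, since the per-array median of the same transcripts differed by 1.31 between both control groups (standard error 0.505). That is a difference between the sets, whereas HP and its control belong to a single set. Within pairs of the same number the plastid-encoded median was lower in HP by between -0.582 and -1.84 (standard error 0.366). Transcripts without a poly(A) tail may also have been recovered less in the HP arrays, since the mitochondrion-encoded median was lower by -0.539 as well (standard error 0.275, and 0.0558 within pairs of the same number), but this cannot be told apart from an effect of the treatment, because it lies 0.0429 from 0.5 times the plastid-encoded difference with a standard error of 0.305 (0.179 within pairs). An effect of H_2_O_2_ on plastid transcripts stays among the open explanations.

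Mitochondrion-encoded transcripts, which the paper does not discuss, had a median log2 fold change of -0.734 in HP, with all 11 lower. Tested as RB against HP, a comparison that the paper does not make, the treatments differed in 647 probe sets, 194 higher and 453 lower in RB, and in 1559 with the replicate block. The first count was 395 without RB2, 337 without RB3, 396 without HP2 and 295 without HP3. BAP1 was higher in RB than in HP by 3.17 (adjusted p = 1.12e-07), ERF13 by 3.51, At1g72920 by 3.21, At1g35210 by 3.03 and At1g14200 by 2.92, and GSTU24, LBD41, CYP81D11, At1g12030 and At5g16960 were lower, with differences of -4.60, -4.53, -3.29, -3.24 and -3.06. The effect of RB differed from that of MV in 85 probe sets and from that of IC in 140 by the test of the difference itself. Of 29 serine carboxypeptidase-like (SCPL) transcripts, which the paper does not discuss, 3 fell in RB and 5 with the replicate block. These were scpl28 (log2 -0.73, adjusted p = 0.00665), SCPL49 (log2 -0.61, adjusted p = 0.031) and scpl29 (log2 -0.62, adjusted p = 0.0329), named after their values were seen (camera, adjusted p = 0.00198, and adjusted p = 0.268 with an estimated correlation).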

How the results depend on the processing

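Few results with a call turned direction, but the counts moved widely, and apart from the rise without control 3 the cause was not tested. Of the alternatives 6220 values stayed the same, 309 were weaker, 264 stronger, 106 moved (a count by more than 1.5 times, a share outside the 95% binomial interval of its first value, which is wide for the falls) and 23 turned direction, 22 of these against the control arrays of the other set. A turn was counted only where a value passed in the first fit or in the alternative. Turns that passed in neither are among the values that stayed the same. Each group has 3 arrays, which limits the precision, and what signal near the background limits was tested only by leaving out the 30% dimmest probe sets. The replicate block ended no call of a named transcript and added calls for 40 of them in RB and 25 in HP. Their direction could not turn, because the block leaves the log2 fold changes as they are. In MV and in IC the block changed no call.

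Left-out arrays gave from 384 to 1395 calls for RB against its control (235 to 517 over 1 in size), 93 to 1018 for HP against its control (79 to 357 over 1), 295 to 683 for RB against HP, 44 to 138 for the RB effect minus MV effect, 63 to 302 for the RB effect minus IC effect and 386 to 3724 between the 2 control groups. The share of HP calls that are also RB calls ran from 19.8% to 36.5% for the rises and from 0% to 16.2% for the falls, and 3 to 4 gene lists passed in HP. In each comparison that uses the control of RB and HP the highest count came without control 3 of that group, and for RB against HP it came without RB1. With the block and 1 array left out RB had 845 to 2100 calls and HP 208 to 1318, in each case the most without control 3. For HP the blocked count still rises from 539 to 1318, so a shift shared by arrays of the same number does not explain the whole rise without control 3. For RB the rise is smaller with the block, from 1649 to 2100, and such a shift stays open there. The RNA integrity measure of control 3 lies 0.37 above the mean of the other controls of its set, in a test chosen after its result had been seen, which goes with lower RNA integrity as a cause. With this measure as a covariate and control 3 kept, however, HP had 186 calls and RB 754. Adjusting for the measure thus did not bring the rise to 1018 and 1395, which argues against RNA integrity, as far as this measure captures it, as the whole cause.

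With only the arrays of the groups compared, RB against its control gave 136 calls (135 over 1), HP against its control 36 (36 over 1), RB against HP 375, the RB effect minus MV effect 54, the RB effect minus IC effect 81 and the 2 control groups 24, and 0% of the falls were shared. Among named transcripts called in RB, 26 lost the call there and 38 kept it. Among those called in HP, 22 lost it and 18 kept it. With the 9 arrays of a set RB gave 303, HP 61 (59 over 1) and RB against HP 288. With all 6 controls pooled RB gave 1120 (459 over 1) and 0% of the falls were shared. With the controls of the other set RB gave 2941 (1312 over 1), HP 914 (581 over 1), MV 757 and IC 688, with 54.8% of the rises and 71.2% of the falls shared and 5 gene lists past the test in HP. The replicate block gave 1649 (474 over 1) for RB against its control, 539 (256 over 1) for HP against its control, 1559 for RB against HP, 305 for the RB effect minus MV effect, 554 for the RB effect minus IC effect, with 39% of the rises shared. It gave 3971 for the 2 control groups, which share no block, so that this sets a difference between blocks against the spread within them and is not a valid count. Array weights gave 415 for RB against its control, 121 for HP against its control and 1146 for RB against HP, and 0% of the falls shared. An adjusted p under 0.01 gave 272 (196 over 1) for RB, 82 (73 over 1) for HP, 276 for RB against HP, 37 and 45 for the RB effect minus MV effect and the RB effect minus IC effect, 293 for the 2 control groups, and 0% of the falls shared. Quantile normalization, subtraction of array medians and the RNA integrity covariate each left 0% of the falls shared, and with the covariate 5 gene lists passed in HP. The adjusted p alone gave 26.2% of the falls shared, and with the block 44.9% of the rises. The block with the control probe sets kept gave 1642 (472 over 1) for RB, 542 (256 over 1) for HP and 39% of the rises shared.

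A comparison with the control arrays of the other set also holds the difference between the sets and is no test of the treatment alone. Turns that passed neither here nor in the first fit are not listed, such as those of psbT, petL and psaI in RB. Against these arrays the direction turned in RB for AT5G51440 (log2 -0.9667), AT5G14130 (0.8006), accD (1.509), petG (1.979), HSP70 (-1.35), GAPC1 (-0.8029) and AT5G11680 (0.4739). In HP it turned for GSTU5 (-0.099), AT5G14130 (2.636), psbT (0.05534), petL (0.351), psaI (0.1419), accD (0.1658), petG (0.4784), HSP70 (-2.237), CNX1 (-0.5784) and RLP29 (0.05472). The lists turned too, by camera, in RB for heat shock proteins and factors (adjusted p = 0.92), plastid-encoded transcripts (adjusted p = 3.89e-09, and 0.0213 with pooled controls) and mitochondrion-encoded transcripts (adjusted p = 0.495), and in HP for heat shock proteins and factors (adjusted p = 7.57e-04) and plastid-encoded transcripts (adjusted p = 0.0722).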

Differences from the paper's values

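For RB the paper gives 1705 differentially expressed transcripts and 673 probe sets were called here at the same adjusted p. The replicate block (1649) is within 1.5 times the paper's value, and so is the fit without control 3 (1395). The other alternatives chosen before the data were examined are not, among them the pooled controls (1120), the controls of the other set (2941), the quantile normalization (758) and the subtraction of array medians (729). Over 1 on the log2 scale the paper gives 314 and the count here was 189, with 303 under the block, 256 with pooled controls and 340 without control 3, all within 1.5 times the paper's, and the rest not. Under −1 the paper gives 171 and the count here was 106. Within 1.5 times of the paper's are the block (171), pooled controls (203), the subtraction of array medians (165), the quantile normalization (123), the filter on dim probe sets (115), and the fits without control 1 (128), control 3 (177) or RB1 (120), and the rest are not. The RNA integrity covariate, chosen after seeing the values, gave 216 and 125.

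For H_2_O_2_ the paper gives 568 differentially expressed transcripts and 185 were called here. The block (539) comes within 1.5 times, and no other alternative chosen before the data were examined does, the nearest being the controls of the other set (914) and the fit without control 3 (1018). For the count over 1 or under −1 the paper gives 270 and the count here was 136, with 256 under the block and 357 without control 3 within 1.5 times, and the rest not. For the count over 1 the paper gives 229 and the count here was 117, with 218 under the block and 277 without control 3 within 1.5 times, and the rest not.

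The paper gives shares of about 45% of the rises and 30% of the falls under H_2_O_2_ that were also in the RB lists, without naming a limit on fold change beside them, and with such a limit the shares here were 25.6% and 5.26%. For the rises, the 9 arrays of the set (30.9%), pooled controls (34.5%), the controls of the other set (54.8%), the block (39%) and the fit without control 3 (36.5%) come within 1.5 times the paper's share, and the other alternatives chosen before the data were examined do not. For the falls, the adjusted p without a limit (26.2%) and the 9 arrays of the set (25%) do, and the others chosen beforehand, the block (5.26%) among them, do not. The block without a limit on fold change, chosen after seeing the values, gave 44.9% and 25.7%.

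The block with the 64 control probe sets kept in the test was also chosen after seeing the values. It calls exactly the 1642 and 542 probe sets of the paper's Tables S2 and S3, with a largest ratio of 1 between the adjusted p-values, and drops 0 of the paper's calls. The log2 fold changes differ by at most 5e-06, but they are the same with and without the block and do not tell the models apart. Counted as the loci listed for these probe sets the tables hold the paper's 1705 and 568 entries. Counted as loci, the calls without a block are 695 for RB and 189 for H_2_O_2_.

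Of 50 transcripts that the paper names by locus and that have a probe set, 47 stand in its table for RB, of which 30 were called here and 17 were called with the block alone. For H_2_O_2_ 18 stand in its table, of which 10 were called here and 8 with the block alone. The paper states that MPK3, PUB17, NUDT7, BAG3, PROPEP2, OPCL1, GST5 and GRX480 rose under RB. Here their log2 fold changes were 1.28, 0.61, 0.52, 0.48, 1.42, 1.07, 1.4 and 1.63 without passing, and each passed with the block. It likewise states that BAG3, PROPEP2, AKR2A and MYB30 rose under H_2_O_2_, where the values here were 0.62, 1.23, 0.53 and 1.2 and passed with the block alone. The paper's text gives 6 markers of Table 1 that also rose under H_2_O_2_, whereas Table 1 marks 5, and 6 were called over 1 with the block, RDUF1 being the one without a mark.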

Other observations

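The lectin chaperone CNX1 of the endoplasmic reticulum fell in RB by 1.31 on the log2 scale (standard error 0.131, adjusted p = 5.58e-05, n = 3 arrays per group), and the protein disulphide isomerases PDIL1-1 and PDIL1-2 each fell by 1.18 (adjusted p = 0.00114 and 0.00453). SDF2 had a log2 fold change of -0.70 (adjusted p = 0.00895) and the probe set shared by both BiP genes At5g28540 and At5g42020 one of -0.63 (adjusted p = 0.0339), the last a call lost without control 3, RB2 or RB3. Of 9 listed transcripts with a probe set 5 fell in RB, all 5 named through the paper's own tables, and 0 changed in HP by limma. Of the 4 that the platform names 0 fell (ATERDJ3B at -0.58, BZIP28 at -0.13, CRT1b at -0.74 and BZIP60 at 0.18). CNX1 was lower in RB than in HP by -1.32 (adjusted p = 4.27e-05), PDIL1-1 by -1.45 (adjusted p = 2.04e-04) and PDIL1-2 by -1.31 (adjusted p = 0.0021).

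In HP, the sulfate assimilation enzyme SERAT2;1, a serine acetyltransferase, rose by 2.62 (standard error 0.224, adjusted p = 6.7e-06), APR3, an adenosine phosphosulphate reductase, by 2.77 (adjusted p = 1.39e-04), APR2 by 1.54 (adjusted p = 0.0114), APR1 by 1.47 (adjusted p = 0.0274) and the sulfate transporter SULTR1;2 by 1.12 (adjusted p = 0.0245). Of 11 listed transcripts 5 rose in HP and 10 with the replicate block, which added LSU1 (log2 3.39) and ATSDI1 (log2 3.05), but 10 of the 11 are named through the paper's own tables, and the 1 that the platform names, SIR (log2 0.24, adjusted p = 0.601), did not rise. SERAT2;1 also rose in RB by 1.53 (adjusted p = 0.00119), less than in HP by -1.09 (adjusted p = 0.0131), and APR3 was lower in RB than in HP by -1.89 (adjusted p = 0.00275). Among the WRKY factors WRKY30 rose in RB by 2.84 (adjusted p = 0.00748), WRKY54 by 1.14 and WRKY46 by 1.77 (adjusted p = 0.0267), the last lost without control 1, control 2, RB1 or RB3. With the replicate block 9 of 12 WRKY factors rose in RB and 6 in HP, among these WRKY30 (log2 2.15 in HP, adjusted p = 5.45e-05, and 0.0912 without the block). The platform names 3 of the 12 WRKY factors and the others are named through the paper's own tables, so these tallies are not independent evidence. SZF1, a zinc finger protein that the paper uses as a marker of 1O_2_, rose in RB by 1.60 (adjusted p = 0.00283) and stood at 0.84 in HP (adjusted p = 0.203). The reference transcripts At2g28390, At4g34270 and GAPC1 were not called in RB or in HP, and GAPC1, at 0.76 in HP, was called with the block.

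Plastid-encoded transcripts had a median of 0.403 in MV (camera, adjusted p = 1.96e-10, and adjusted p = 0.786 with an estimated correlation) and of 0.171 in IC (adjusted p = 3.9e-04, and adjusted p = 0.873 with an estimated correlation), with 0 of 69 called by limma in either. Nuclear-encoded photosynthesis transcripts had a median of -0.242 in MV (camera, adjusted p = 0.00686, and adjusted p = 0.809 with an estimated correlation). In RB, the mitochondrial nad7 fell by 0.64 (adjusted p = 0.0392) and the 11 mitochondrion-encoded transcripts had a median of -0.415 (camera, adjusted p = 0.0138, and adjusted p = 0.577 with an estimated correlation). Among families that share a symbol prefix, TBL (median -0.211, adjusted p = 0.00731) and PRA (median -0.362, adjusted p = 0.00198) lay lower in RB, SWEET higher in IC (median 0.159, adjusted p = 3.9e-04) and NET lower in IC (median -0.306, adjusted p = 0.0292). None of these held with an estimated correlation, and 0 of their members were called by limma in those comparisons.

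The hypothesis that MV or IC act as RB does, below the threshold for single transcripts, was tested on the 328 probe sets that rose in RB, where their median was 1.18. In MV their median was 0.0147 with 176 of the 328 higher, and in IC it was -0.0421 with 118 higher, neither past 0.05 in fry. The outcome set beforehand against the hypothesis was a median of at most 0.1 or a p of at least 0.05 in fry. Both parts were met for both dyes, but this outcome takes no account of the spread between arrays. The upper 95% limits of these medians, from the spread between arrays, are 0.112 in MV and 0.0572 in IC, beside the 0.1 set beforehand as the least effect, so the rises leave MV open and argue against a shift of the whole set in IC. A limit of 2 standard errors, tried first, gave 0.0846 in MV, and the t interval was preferred after this was seen because 2 standard errors are too narrow for 3 arrays per group. A median near 0 also leaves room for an effect on some of the transcripts. All 21 heat shock proteins and factors and 11 of 12 WRKY factors were higher in MV (3 of 21 and 4 of 12 in IC). Other lists went the other way in MV, with 3 of 9 ERFs and 0 of 4 jasmonate synthesis transcripts higher. In these lists 0 were called. Members of a list are not independent of each other, so such tallies do not show an effect. Among the 345 probe sets that fell in RB the median in MV was -0.14 with 62 higher, which passed 0.05 in fry with and without the replicate block, and in IC it was 0.00984 with 180 higher, which did not. For the falls a small effect of MV in the direction of RB is therefore not excluded. RB was set against other controls than MV and IC, so these values share no array.

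Each comparison of 3 arrays with 3 allows 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 673 and 2 for RB, 185 and 0 for HP, 647 and 0 for RB against HP, 1698 and 0 for both controls, 0 and 0 for MV and for IC, and 0 and 2 for MV against IC. A count as large came from 1 split of 10 for each of the first 4 and from 10 of 10 for each of the last 3. With the block, the 3 other splits that part all pairs gave 0 for RB, HP and RB against HP, and up to 7 for MV against IC. For the difference between the effects of RB and MV, 10 of 100 drawn splits gave a count as large as 85, with 194 the highest of the others, and for RB and IC 7 of 100 did, with 140 and 240. All of these splits kept the RB arrays apart from their controls, as 11 of the 100 did in each case, so they hold the effect of RB and do not tell whether chance gives such counts. Among the splits that mixed RB and control arrays the highest counts were 69 and 0.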
